# What makes a bad egg? Egg transcriptome reveals dysregulation of translational machinery and novel fertility genes important for fertilization

**DOI:** 10.1186/s12864-019-5930-8

**Published:** 2019-07-15

**Authors:** Caroline T. Cheung, Thao-vi Nguyen, Aurélie Le Cam, Amélie Patinote, Laurent Journot, Christelle Reynes, Julien Bobe

**Keywords:** Egg quality, Transcriptome, Microarray, Zebrafish, Differentially expressed genes, Prediction model

## Abstract

**Background:**

Egg quality can be defined as the egg ability to be fertilized and subsequently develop into a normal embryo. Previous research has shed light on factors that can influence egg quality. Large gaps however remain including a comprehensive view of what makes a bad egg. Initial development of the embryo relies on maternally-inherited molecules, such as transcripts, deposited in the egg during its formation. Bad egg quality is therefore susceptible to be associated with alteration or dysregulation of maternally-inherited transcripts. We performed transcriptome analysis on a large number (*N* = 136) of zebrafish egg clutches, each clutch being split to monitor developmental success and perform transcriptome analysis in parallel. We aimed at drawing a molecular portrait of the egg in order to characterize the relation between egg transcriptome and developmental success and to subsequently identify new candidate genes involved in fertility.

**Results:**

We identified 66 transcript that were differentially abundant in eggs of contrasted phenotype (low or high developmental success). Statistical modeling using partial least squares regression and genetics algorithm demonstrated that gene signatures from transcriptomic data can be used to predict developmental success. The identity and function of differentially expressed genes indicate a major dysregulation of genes of the translational machinery in poor quality eggs. Two genes, o*tulina* and *slc29a1a,* predominantly expressed in the ovary and dysregulated in poor quality eggs were further investigated using CRISPR/Cas9 mediated genome editing. Mutants of each gene revealed remarkable subfertility whereby the majority of their eggs were unfertilizable. The Wnt pathway appeared to be dysregulated in the *otulina* mutant-derived eggs.

**Conclusions:**

Here we show that egg transcriptome contains molecular signatures, which can be used to predict developmental success. Our results also indicate that poor egg quality in zebrafish is associated with a dysregulation of (i) the translational machinery genes and (ii) novel fertility genes, *otulina* and *slc29a1a,* playing an important role for fertilization. Together, our observations highlight the diversity of the possible causes of egg quality defects and reveal mechanisms of maternal origin behind the lack of fertilization and early embryonic failures that can occur under normal reproduction conditions.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5930-8) contains supplementary material, which is available to authorized users.

## Background

Good quality or developmentally competent fish eggs are defined as those that are successfully fertilized and develop normally as viable, non-malformed embryos [1]. However, the detailed mechanisms that are involved in egg quality are still poorly understood, and at present, no predictive markers of egg quality exist. Maternal genes are those that produce factors that are involved in oocyte growth and in the earliest stages of embryonic development, including fertilization, parental genome union, and cell division. Since initial development of the embryo relies on these maternally-inherited molecules including coding and non-coding mRNAs and proteins that are deposited into the developing oocyte, thus, they would likely reflect egg quality [2, 3]. Among these, the maternally-provided transcriptome of the egg is critical in supporting early embryogenesis because transcription from the zygotic genome does not start until the mid-blastula transition (MBT) which occurs approximately 3–4 h post-fertilization (hpf) in zebrafish [4, 5] even though transcription starts earlier for “first wave” zygotic genes [6].

Previous research using both traditional mutational assays [7] as well as more recent transcriptomic analyses have revealed several maternal factors that can influence egg quality. The nucleoplasmin 2 (*npm2a* and *npm2b*) genes were recently found to be crucial for egg quality; suppression of *npm2b* resulted in embryonic arrest before zygotic genome activation (ZGA) in mouse and zebrafish, and *npm2a* deficiency in zebrafish led to a complete lack of embryonic development [8, 9]. Further, post-ovulatory ageing induced egg quality defects are associated with low mRNA levels of *igf1* (insulin growth factor 1) and beta-tubulin, as well as a small but significant overabundance of keratins 8 and 18, cathepsin Z, and *pgs2* (prostaglandin synthase 2) [10, 11]. In addition, controlled induction of ovulation by hormonal or photoperiod manipulation negatively impacts egg quality in rainbow trout, and the abundance of several genes including *apoC1* (apoliprotein C1), *mr-1* (major histocompatibility class 1 related protein), *ntan1* (N-terminal asparagine amidase 1), *myo1b* (myosin 1b), *pyc* (pyruvate carboxylase), as well as *phb2* (prohibitin 2) was found to be significantly different between eggs that were naturally and artificially spawned [12]. Other studies have suggested that genes involved in immune regulation have an impact on egg quality whereby variable abundance of transcripts in the interferon pathway and *mhc* (major histocompatibility) class genes was demonstrated in eggs of different quality [13, 14]. However, despite these results, knowledge on the factors that contribute to the quality of fish eggs remains patchy. Thus, in this study, we carried out a large-scale analysis to compare the transcriptome of one-cell stage eggs of different quality and performed statistical modeling of differentially expressed genes (DEGs) with survival in order to determine if there are common factors that impact egg quality in wildtype (WT) females that can then serve as markers and/or predictors of developmental competence. Our findings provide evidence that in different quality eggs from wildtype couples bred under standard conditions, gene signatures exist in the egg transcriptome, which can be used to predict developmental success. The identity and function of differentially expressed genes indicate a significant dysregulation of genes of the translational machinery. We further conducted functional analyses on two candidate genes that were dysregulated in bad quality eggs using the CRISPR/Cas9 knockout system and reveal for the first time the essential roles of two new potential fertility-related genes, *otulina* (OTU deubiquitinase with linear linkage specificity a) and *slc29a1a* (solute carrier family 29, member 1a) that appear to be important for fertilization. This dramatic decrease in the ability of the egg to be fertilized was associated with the dysregulation of the Wnt pathway in the case of *otulina*. Together, our observations indicate that poor zebrafish egg quality is associated with a dysregulation of (i) the translational machinery genes and (ii) novel fertility genes, *otulina* and *slc29a1a,* playing an important role for fertilization.

## Results

### Transcriptomic differences between good and bad eggs in all samples

Among the 136 egg clutches that we collected, we selected 16 clutches each of good and bad quality eggs defined as those with > 93 and < 38% survival at 48 hpf, respectively, for microarray analysis using a customized chip containing 61,657 annotated sequences of the zebrafish transcriptome. 

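Gene expression was measured in the eggs of 32 clutches, 16 of bad and 16 of good quality, with 1 array for each clutch. The RNA was labeled with Cy3 and hybridized to a one-color Agilent array, on which each probe gives the signal of the transcript that binds to it. The deposited values were made by the authors with Agilent Feature Extraction (10.7.3.1) and GeneSpring. They are log2 signals, normalized by median centering, and every array had a median of 4.10. The correlation across probes of an array with the mean of its group lay between 0.979 and 0.989. A negative control spot, which measures background, had a log2 signal of 1.21 ± 0.34 (SD, n = 16 clutches) in bad and 1.38 ± 0.36 (SD, n = 16) in good quality eggs, and the precision of probes near this level is low. Bad and good quality eggs were compared with limma, a linear model that shares information on the variance between probes, and p-values were adjusted by the Benjamini-Hochberg (BH) method. All differences are given on the log2 scale as bad minus good quality eggs.

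The arrays differed in ways that the sample labels do not name. The E1A spike-in control, an RNA added to the samples before labeling, was read from a single probe. Its mean log2 signal was 10.0 in 16 arrays and 13.5 in the other 16. Each of these spike-in groups held 8 bad and 8 good quality clutches. Other spike-in probes were not used for this grouping. At an adjusted p under 0.05, 68 probes differed between the spike-in groups (limma). A further 158 probes were on in some clutches and off in others. In these probes, 17 pairs of clutches had the same state in at least 98.7% of cases, while all other pairs shared at most 84.2%. The 17 pairs joined 18 clutches into 7 sets, and 4 of the sets held eggs of both qualities (10 clutches, 5 bad and 5 good). In the set of bad quality clutches 4 and 10 and in that of bad quality clutch 32, quality went with the spike-in group. All bad quality arrays of these sets were in the low and all good quality arrays in the high group. Values are therefore also given within the spike-in groups, and for single genes within the 4 sets of both qualities, where they bear on a result.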

Only sequences for which a signal was measured in at least 80% of the samples from one experimental group were kept for further analysis, which was thus conducted on 31,317 annotated sequences. 

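The deposited table held 31318 sequences, of which 56 were control spots and 31262 were probes of genes, with 1 probe for each Ensembl gene. A table of current Ensembl names gave a symbol for 20996 of them. The 31318 sequences are close in number to the 31317 that the paper kept, so the deposited table may already be the filtered set. That table carries no mark of signal above background, so that the filter on 80% of the samples of a group could not be repeated or checked. All 31262 probes were tested. The mean log2 signal of the median probe was 3.99. With a threshold chosen after the values were seen, 19899 probes lay more than 0.3 log2 units above the negative control of their array in at least 80% of the clutches of a group.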

A T-Test (Benjamini-Hochberg (BH) corrected pval < 0.05) was used to determine which genes showed a significantly different level of expression between good and bad quality eggs. This statistical analysis led to the identification of 66 differentially expressed genes (DEGs, Additional file 1). 

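In bad quality eggs, 7 genes rose and 0 fell at an adjusted p under 0.05 (limma, 31262 probes). They were tspan7b, rtn4ip1, ribosomal protein L27 (ENSDARG00000015128), a component of the large ribosomal subunit, NIMA-related kinase 3 (ENSDARG00000058869), TMEM258 (ENSDARG00000078785), a transmembrane protein, si:dkey-87o1.2 and the uncharacterized gene ENSDARG00000089422. The log2 signal of ribosomal protein L27 was 13.79 ± 0.17 (SD, n = 16 clutches) in bad and 13.14 ± 0.39 (SD, n = 16) in good quality eggs, a difference of 0.64 (standard error 0.11, adjusted p = 0.0133). NIMA-related kinase 3 had a log2 signal of 6.25 ± 0.23 in bad and 5.67 ± 0.24 in good quality eggs, a difference of 0.58 (standard error 0.09, adjusted p = 0.00811). For TMEM258 the difference was 0.53 (standard error 0.10, adjusted p = 0.0254). At an unadjusted p under 0.05, 3184 probes (10.2%) differed, 1926 of them higher and 1258 lower in bad quality eggs, a balance that turned with scaling to the 75th percentile (1063 higher and 3113 lower) and with array weights (2242 higher and 2704 lower). The t-test named in the methods, with the same adjustment, gave 14 higher genes and 1 lower gene, sharpin.

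With the spike-in group as a block, the same 7 genes passed, but within the low and within the high spike-in group limma gave 0 genes (1808 and 3811 probes at an unadjusted p under 0.05). Limma also gave 0 genes when the arrays were scaled to their 75th percentile (4176 probes unadjusted) and when clutches of the same set and quality were averaged (1481 probes unadjusted). The differences of the 7 genes lay between 0.53 and 1.03 with standard errors between 0.09 and 0.17 before, between 0.45 and 0.94 (0.10 to 0.16) after scaling, and between 0.51 and 0.98 (0.11 to 0.21) with sets averaged, which leaves 25 values. With the set as a random block, 66 genes passed, among them all 7 (differences between 0.47 and 0.81). In the 4 sets of both qualities and in the other 22 clutches, the difference was 0.32 and 0.70 for NIMA-related kinase 3 (0.0671 and 0.0451 in 2 of the sets), 0.45 and 0.86 for ENSDARG00000089422, 0.47 and 0.72 for ribosomal protein L27, 0.43 and 0.60 for si:dkey-87o1.2 and 0.57 and 0.52 for TMEM258. With each of the 32 clutches left out in turn, 5 of the 7 genes passed every time. TMEM258 lost its call for 8 clutches (bad quality 1, 8, 115, 119 and the clutch whose title and label carry different numbers, good quality 22, 64 and 65, adjusted p between 0.0504 and 0.0604) and ENSDARG00000089422 for 5 of these (bad quality 1, 115 and the clutch with different numbers, good quality 64 and 65, adjusted p between 0.0516 and 0.0565).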

We observed in the heat map showing unsupervised clustering (Fig. 1a) of the 66 DEGs that a majority of them were upregulated (60 genes, yellow signal) with only 6 genes that were down-regulated (blue signal) in bad quality eggs as compared to good quality eggs. 

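All 66 genes of Additional file 1 were found on the arrays, and 60 had a higher and 6 a lower mean signal in bad quality eggs. The median fold of the 60 higher genes was 1.40, and 45 of them lay under 1.5-fold. Beside the U1 RNAs and slc29a1a, the lower genes were transmembrane and coiled-coil domain family 3 (ENSDARG00000045525), sharpin, and DEP domain containing 1B (ENSDARG00000060507). Their differences were −0.44 (standard error 0.10, adjusted p = 0.120), −0.35 (standard error 0.08, adjusted p = 0.120) and −0.33 (standard error 0.08, adjusted p = 0.146), each with n = 16 clutches in both groups. Of the 66 genes, 7 passed an adjusted p under 0.05 over all probes (limma) and 66 when adjusted over the list alone. The study chose this list on the same samples, so the second count is not independent evidence of a difference or of its direction. Turned to the direction of the list, the median difference of the 66 genes was 0.49. It was 0.40 in the low and 0.55 in the high spike-in group, over both of which the genes had been chosen, so that these values are no independent test. In a comparison added after the values were seen, the 66 probes with the smallest p in the high group had a median of 0.16 in the low group (exact p = 0.272). Those chosen in the low group had 0.0297 in the high group (exact p = 0.409, over all splits into 8 and 8).

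**Figure D1:**
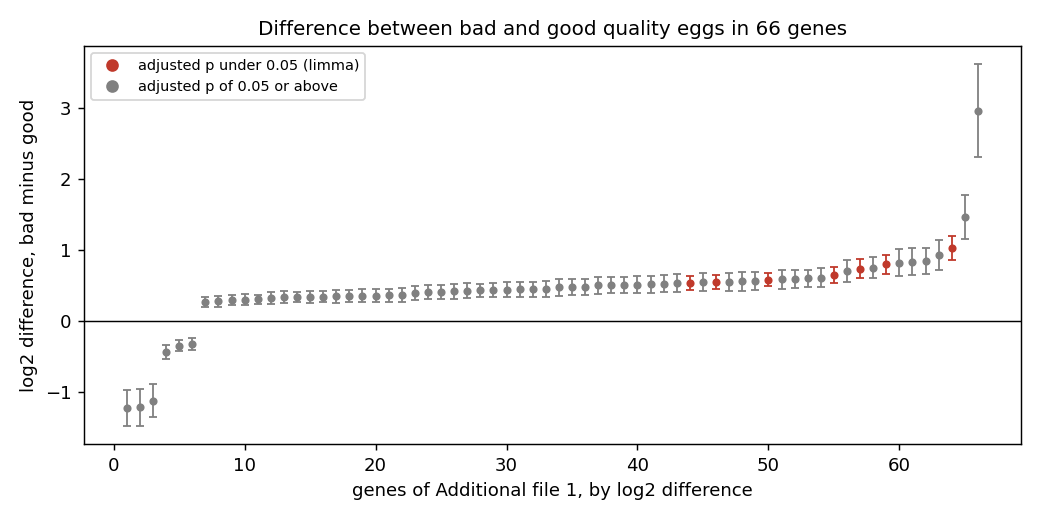
Log2 difference of each of the 66 genes of Additional file 1 (y-axis), ordered by size (x-axis), with points for the difference and bars for the standard error over 16 bad and 16 good quality clutches. Red points mark the 7 genes past an adjusted p under 0.05 in limma, and 6 of the 66 genes lie below 0.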

Additional file 1 lists the 66 DEGs including their associated information. Of these 66 genes, 8 were referenced in Ensembl but not annotated (i.e. not associated with any known gene or protein).

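Among the 66 genes, 6 carry only a clone-based name and 1 is described as an uncharacterized protein in the deposited table. All 7 had a higher mean signal in bad quality eggs. The fold was 1.78 for ENSDARG00000092917 (adjusted p = 0.120), 1.66 for ENSDARG00000089422 (adjusted p = 0.0254), 1.63 for ENSDARG00000055934 (adjusted p = 0.120) and 1.51 for ENSDARG00000041346 (adjusted p = 0.105). It was 1.46 for si:dkey-87o1.2 (adjusted p = 0.0111), 1.36 for ENSDARG00000070289 (adjusted p = 0.143) and 1.27 for ENSDARG00000076222 (adjusted p = 0.144). The p-values are from limma over all probes, with n = 16 clutches in each group.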

**Fig. 1:**
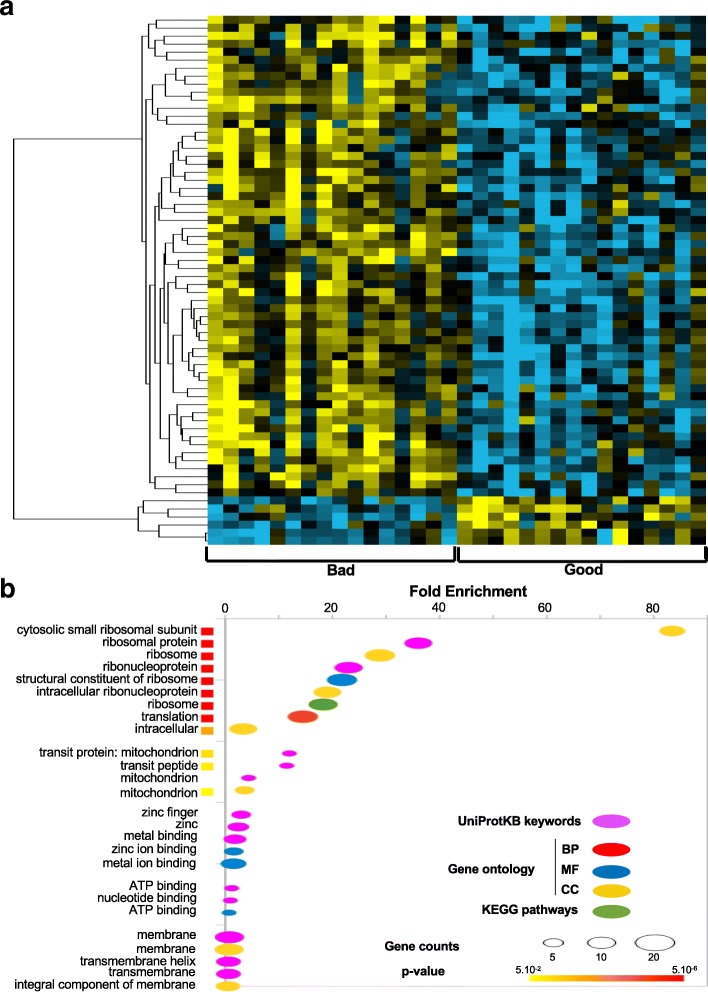
**a**: Heat map showing unsupervised clustering of the 66 differentially expressed genes (DEGs) between good and bad quality eggs from 32 clutches of fertilized zebrafish eggs. Yellow signal denotes upregulation, blue signal denotes downregulation, and black defines no change in expression. **b**: Gene ontology analysis using the DAVID online program of the 55 DEGs with known information. The enriched terms are shown on the y-axis and the fold enrichment is on the x-axis. Annotated terms are derived from UniProtKB keywords (pink circle); Gene Ontology BP (red circle), MF (blue circle), and CC (yellow circle); and KEGG pathways (green circle). Statistical significance is represented by the colored squares next to the enriched terms

### Overrepresentation analyses of gene ontological terms of the DEGs

We submitted the 66 DEGs to Gene Ontology functional annotation analysis using the online program, DAVID [15] with the zebrafish genes in the microarray set as background (Fig. 1b). Among the 66 DEGs submitted, functional terms associated with 55 annotated genes were identified and therefore classified by the DAVID program using terms derived from the following resources: UniProtKB keywords (pink circle); Gene Ontology Biological Process (red circle), Molecular Function (blue circle), and Cellular Component (yellow circle); and KEGG pathways (green circle). The analysis revealed 2 significant annotation clusters; in the first cluster (enrichment score: 9.98), the terms related to ‘ribosome’, ‘translation’, and ‘intracellular’ were enriched between 3- to 83-fold, while the second cluster included terms associated with ‘mitochondrial transit protein’, which were enriched between 3- to 12-fold. 

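Of 37 proteins of the small ribosomal subunit on the arrays, 10 stood among the 66 genes of Additional file 1 (Fisher's exact test against all 31262 probes, p = 2.87e-19, adjusted p = 7.17e-18 over 25 gene lists). Of 49 genes listed for the large subunit, 2 did (p = 0.00484, adjusted p = 0.0303), and of 22 genes listed for mitochondrial fatty acid oxidation, 2 did (p = 0.000987, adjusted p = 0.00822). The last 2 were acetyl-CoA carboxylase alpha (ACACA), which makes the first intermediate of fatty acid synthesis, and carnitine palmitoyltransferase II (CPT2), which acts in the transport of fatty acids into mitochondria, with differences of 0.56 (standard error 0.13) and 0.55 (standard error 0.13). Of 21 antioxidant targets of NRF2, 3 did (p = 1.16e-05, adjusted p = 0.000145), namely the reductases NQO1, GSR and CBR1. Of 83 mitochondrial ribosomal proteins, 1 stood among the 66 genes (p = 0.161, adjusted p = 0.582), namely mrps21, with a difference of 0.55 (standard error 0.13). The 66 genes were chosen by the study on these samples, and the lists were drawn up after Additional file 1 had been read. All 66 genes also lay among the 16057 probes more than 2 log2 units above the negative control. A background of all 31262 probes, many of them dim, can therefore make these p-values too small, and Fisher's test was not run over brighter probes alone.

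As groups, the mitochondrial ribosomal proteins (median difference 0.15, 64 of 83 above 0) rose by limma's camera test (adjusted p = 6.79e-07, and adjusted p = 0.216 with an estimated correlation). The 84 ribosome biogenesis factors, which assemble ribosomal subunits, rose by a median of 0.14 (adjusted p = 2.92e-06, and adjusted p = 0.315 with an estimated correlation), with nucleolar protein NOC2L at 0.47 (standard error 0.13). The 110 subunits of oxidative phosphorylation rose by a median of 0.17 (adjusted p = 1.13e-08, and adjusted p = 0.216 with an estimated correlation), with cox6b2 at 0.33 (standard error 0.07). The 86 translation initiation and elongation factors rose by a median of 0.10 (adjusted p = 0.000433, and adjusted p = 0.410 with an estimated correlation), with EIF4G1 at 0.50 (standard error 0.15). No member of these 4 lists passed over all genes in limma (17, 14, 23 and 9 were higher and 2, 1, 2 and 2 lower at an unadjusted p under 0.05), and by the t-test of the methods 1 did, cox6b2. Adjusted over the list alone, 2, 6, 4 and 0 members were higher. With the spike-in group as a block the 4 lists rose (adjusted p = 6.06e-07, 3.02e-06, 4.21e-09 and 0.000354). In the low and high spike-in groups, the medians were 0.09 and 0.16 for mitochondrial ribosomal proteins, 0.06 and 0.16 for biogenesis factors, 0.12 and 0.16 for oxidative phosphorylation, and −0.05 and 0.22 for translation factors, of which the last did not pass in the low group (adjusted p = 0.825). Of 10000 random lists matched on signal level, 99.1%, 98.3% and 100% had a lower median than the first 3 lists, but for the translation factors it was 71.6%, so that their median of 0.10 lay near the 0.09 of equally bright probes. After quantile normalization the mitochondrial ribosomal proteins, the biogenesis factors and the translation factors did not pass (adjusted p = 0.0675, 0.271 and 0.952).

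**Figure D2:**
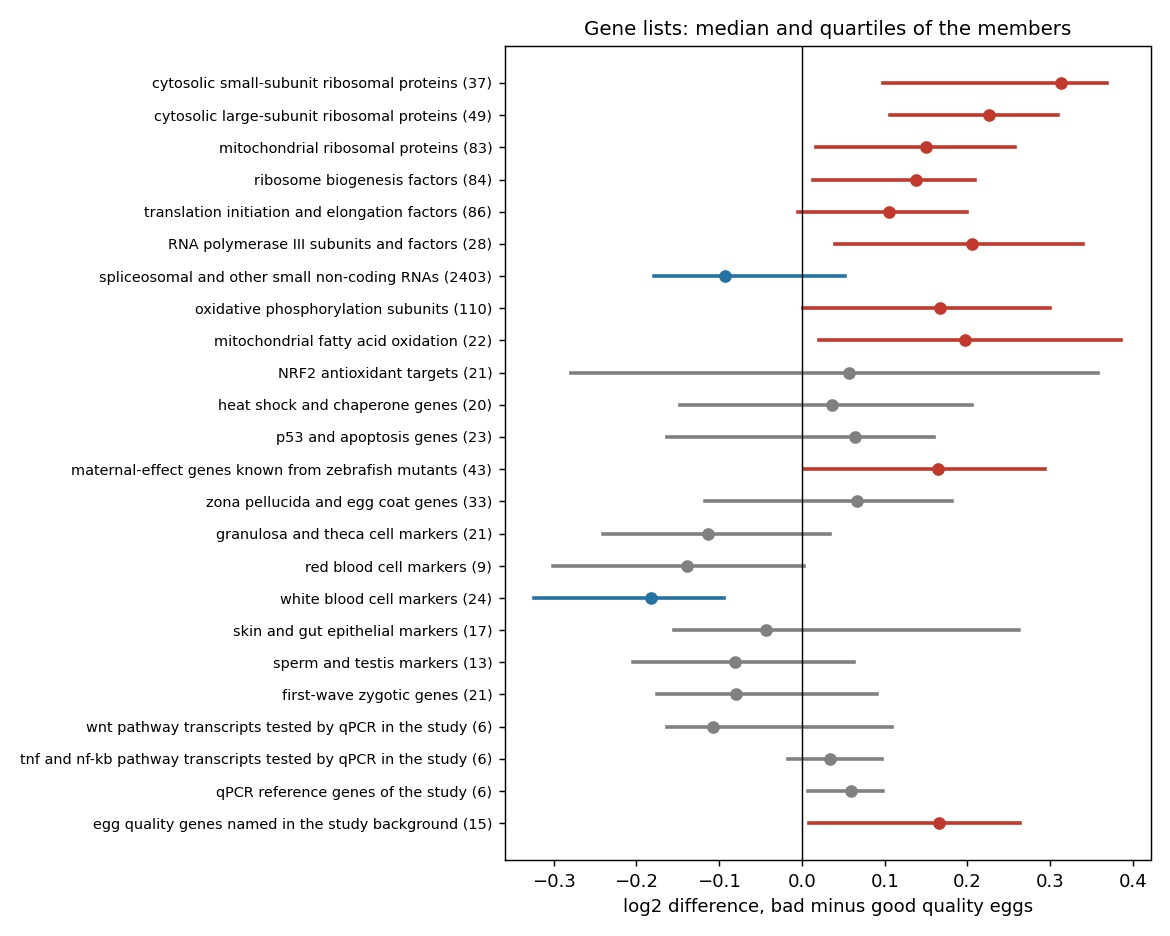
Median (points) and quartiles (bars) of the log2 difference between bad and good quality eggs (x-axis) over the members of each gene list (y-axis, number of members in parentheses). Red marks lists higher and blue lists lower in bad quality eggs at an adjusted p under 0.05 in the camera test with a preset correlation of 0.01, and the cytosolic ribosomal proteins have the highest medians.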

The genes that most drastically changed expression (i.e. ribosome production factor 2 homolog (*S. cerevisiae*) [*rpf2*], ribosomal protein S27 (isoform 2) [*rps27.2*], and U1 spliceosomal RNA [*U1*] with fold changes of 7.81, 1.90, and − 2.33/− 2.35, respectively) are associated with ‘translation’ and ‘ribosomes’.

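The log2 signal of rpf2 (ENSDARG00000043960), a factor of ribosome assembly, was 7.48 ± 2.10 (SD, n = 16 clutches) in bad and 4.52 ± 1.79 (SD, n = 16) in good quality eggs. The difference was 2.96 (standard error 0.66, adjusted p = 0.120 from limma over all probes), and the signal lay above the median of the good quality eggs in 14 of 16 bad quality clutches. For rps27.2 (ENSDARG00000090186), a protein of the small ribosomal subunit, the log2 signal was 10.55 ± 0.52 in bad and 9.62 ± 0.68 in good quality eggs, a difference of 0.93 (standard error 0.21, adjusted p = 0.120), and 14 of 16 bad quality clutches lay above the median of the good quality eggs. Taken alone, each gene differed by a two-sided permutation test of the means with 100000 resamples (p = 0.00018 for both, adjusted p = 0.000267 over 12 genes). This permutation takes clutches of one set as independent. Of the variance of rpf2, 99.7% lay between sets, and of that of rps27.2 86.2%, against a median of 83.6% over all probes. The study chose both genes on these samples. With the set as a random block, rps27.2 passed over all probes (difference 0.93, standard error 0.18, adjusted p = 0.0202) and rpf2 did not (1.82, standard error 0.55, adjusted p = 0.168). With sets averaged, the difference was 0.93 for rps27.2 (standard error 0.24) and 2.52 for rpf2 (standard error 0.78), with an adjusted p of 0.856 for both over 10 bad and 15 good values. In the low and high spike-in groups, the difference was 1.52 and 4.41 for rpf2 and 1.03 and 0.83 for rps27.2. In the 4 sets of both qualities it was 0.21 for rpf2, against 4.22 in the other 22 clutches, while for rps27.2 it was 0.94 and 0.92. The gene names used here give the symbol rps27.2 to another gene, ENSDARG00000055475, which had a difference of −0.03 (adjusted p = 0.914), while the values above are for the gene of Additional file 1, which the deposited table describes as ribosomal protein S27, isoform 2, like the other. Without bad quality clutch 32, rpf2 had an adjusted p of 0.0158 and without good quality clutch 66 of 0.0420, and without good quality clutch 2, rps27.2 had 0.0359.

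**Figure D3:**
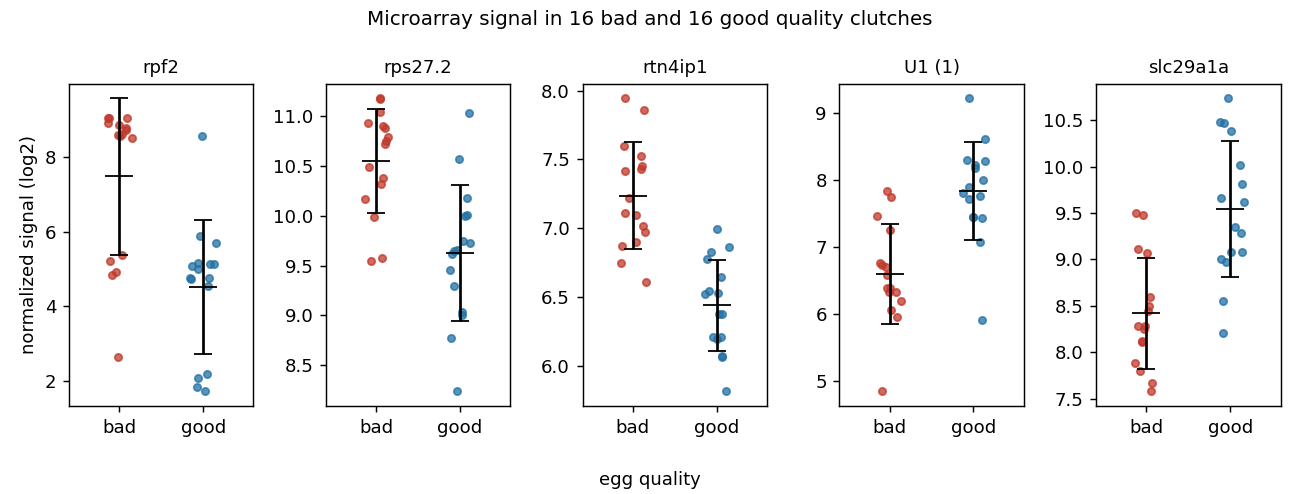
Normalized log2 signal (y-axis) of rpf2, rps27.2, rtn4ip1, 1 of the U1 RNAs and slc29a1a in each of 16 bad (red) and 16 good (blue) quality clutches (x-axis), with bars for the mean and SD. The signal of rpf2 lies above that of every good quality clutch in 9 bad quality clutches, several of which belong to the same set.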

### Quantitative real-time polymerase chain reaction (qPCR) validation of the DEGs

In order to confirm the results obtained by microarray analysis, another independent method to detect gene expression changes was performed. qPCR was conducted using the same 32 samples that were submitted to microarray analysis and the primers used are listed in Additional file 2. Eight genes that underwent the most drastic changes in microarray analysis were subjected to qPCR, and their biological function as well as the *p*-value and fold change in the microarray analysis are shown in Additional file 3. qPCR confirmed that the expression of *rpf2* (1.87 ± 0.33 vs. 0.48 ± 0.20, *p* = 0.01), *spon1b* [spondin 1b] (1.61 ± 0.34 vs. 0.49 ± 0.09, *p* = 0.0003), *tspan7b* [tetraspanin 7b] (1.00 ± 0.11 vs. 0.50 ± 0.08, *p* = 0.001), *rps27.2* (2.82 ± 0.18 vs. 1.66 ± 0.13, *p* < 0.0001), *stra13* [stimulated by retinoic acid 13 homolog/centromere protein X] (1.20 ± 0.09 vs. 0.87 ± 0.12, *p* = 0.03), and *rtn4ip1* [reticulon 4 interacting protein 1] (1.02 ± 0.07 vs. 0.84 ± 0.04, p = 0.03) was increased in bad quality eggs as compared to good quality eggs, while that of *U1* (21.08 ± 5.81 vs. 4.38 ± 1.28, *p* = 0.009) and *slc29a1a* (1.04 ± 0.05 vs. 1.26 ± 0.06, *p* = 0.008) were increased in bad relative to good quality eggs (Fig. 2a-h). 

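On the arrays, tspan7b and rtn4ip1 rose in bad quality eggs. The log2 signal of tspan7b (ENSDARG00000008407), a membrane protein of the tetraspanin family, was 8.31 ± 0.47 (SD, n = 16 clutches) in bad and 7.28 ± 0.50 (SD, n = 16) in good quality eggs, a difference of 1.03 (standard error 0.17, adjusted p = 0.00811 from limma). For rtn4ip1 (ENSDARG00000031366), the values were 7.24 ± 0.39 and 6.44 ± 0.33, a difference of 0.80 (standard error 0.13, adjusted p = 0.00811), and 16 of 16 bad quality clutches lay above the median of the good quality eggs. The other genes did not pass over all probes, but stra13 did with the set as a random block (difference 0.80, standard error 0.17, adjusted p = 0.0330), and with sets averaged it had 0.77 (standard error 0.22, adjusted p = 0.856). spon1b (ENSDARG00000023694), which encodes a spondin of the extracellular matrix, had a difference of 1.47 (standard error 0.31, adjusted p = 0.0988), and stra13 (ENSDARG00000089291) had 0.82 (standard error 0.19, adjusted p = 0.120). The nucleoside transporter slc29a1a (ENSDARG00000031651) had a lower signal in bad quality eggs, 8.42 ± 0.60 against 9.54 ± 0.73, a difference of −1.13 (standard error 0.23, adjusted p = 0.0739), with 15 of 16 bad quality clutches below the median of the good quality eggs.

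In the low and high spike-in groups, the differences were 0.86 and 1.20 for tspan7b, 0.96 and 0.63 for rtn4ip1, 1.496 and 1.44 for spon1b, 0.75 and 0.89 for stra13 and −1.19 and −1.06 for slc29a1a. In the 4 sets of both qualities and in the other 22 clutches, they were 0.43 and 1.30 for tspan7b, 0.85 and 0.77 for rtn4ip1, 0.52 and 1.90 for spon1b, 0.81 and 0.82 for stra13 and −0.47 and −1.42 for slc29a1a. By set, tspan7b was at 0.53 (set of bad quality clutches 4 and 10), 0.18 (bad quality clutch 32), 9.4e-05 (bad quality clutch 73) and 0.92 (bad quality clutch 86).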

Interestingly, despite the statistical significance in the differential regulation of *U1* (Fig. 2g), the expression of this gene was regulated in the opposite direction by qPCR as compared to by microarray analysis. In fact, we found that *U1* expression was decreased on average by 2.3-fold in bad quality eggs relative to good quality eggs as assessed by microarray, but qPCR results showed that it was increased by approximately 5-fold in bad as compared to good quality eggs. 

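The table holds U1 spliceosomal RNA, which takes part in the recognition of the 5′ splice site, as the genes ENSDARG00000082140 and ENSDARG00000082017. The log2 signal of the former was 6.60 ± 0.74 (SD, n = 16 clutches) in bad and 7.83 ± 0.73 (SD, n = 16) in good quality eggs, a difference of −1.23 (standard error 0.25, adjusted p = 0.0739 from limma over all probes). All 16 bad quality clutches lay below the median of the good quality eggs. For the latter, the difference was −1.22 (standard error 0.27, adjusted p = 0.107). The signals of the 2 genes ran close together over the clutches (9.22 and 9.21 in good quality clutch 2, 4.85 and 4.81 in bad quality clutch 73). Their differences are therefore not independent of each other. The study chose both genes on these samples, and taken alone they differed by a two-sided permutation test of the means (p = 7e-05 and p = 0.00019, adjusted p = 0.00024 and 0.000267 over 12 genes), which takes clutches of one set as independent. With the set as a random block, the adjusted p over all probes was 0.0162 and 0.0202, and with sets averaged the differences were −1.22 (standard error 0.31) and −1.25 (standard error 0.32), with an adjusted p of 0.856 for both. In the low and high spike-in groups, the difference of ENSDARG00000082140 was −0.999 and −1.46. Both passed without good quality clutch 67 (adjusted p = 0.0119 for ENSDARG00000082140 and 0.0135 for ENSDARG00000082017), bad quality clutch 32 (0.0239 and 0.0471) or bad quality clutch 55 (0.0297 and 0.0465).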

Regardless of this difference, we found by both microarray and qPCR that the transcript levels of all eight genes were differentially regulated.

**Fig. 2:**
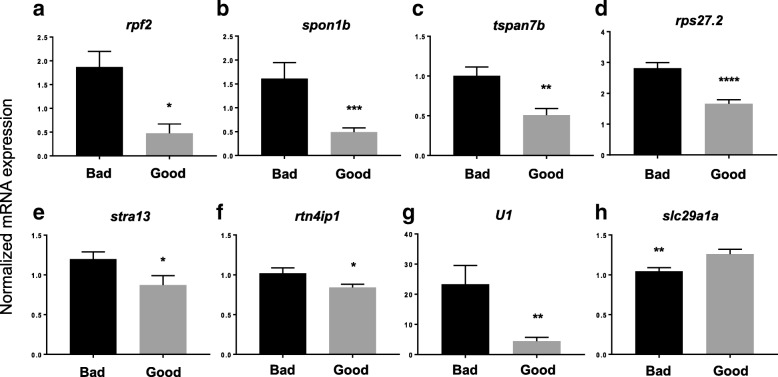
Validation of the microarray data by performance of quantitative real-time PCR (qPCR). Eight genes, including (**a**) *rpf2*, (**b**) *spon1b*, (**c**) *tspan7b*, (d) *rps27.2*, (**e**) *stra13*, (**f**) *rtn4ip1*, (**g**) *U1*, and (**h**) *slc29a1a* were subjected to qPCR using the primers listed in Additional file 2, whereby LSM couples member 14B (*lsm14b*), prefoldin subunit 2 (*pfdn2*), and ring finger protein 8 (*rnf8*) as well as 18S rRNA, *beta-actin* (*bact*), and *elongation factor 1 alpha* (*EF1α*) were used as internal controls. * *p*-value ≤0.05, ** *p*-value ≤0.01, *** *p*-value ≤0.001, **** *p*-value<< 0.001

### Functional analysis of otulina and slc29a1a in zebrafish

In order to validate the in vivo significance of some of the DEGs, we performed functional analysis by genome editing using the CRISPR/Cas9 system. We first examined the tissue localization of our validated differentially abundant transcripts, *rpf2*, *spon1b*, *tspan7b*, *rps27.2*, *stra13*, *rtn4ip1*, and *slc29a1a* as well as *otulina*, which tended to be over abundant (*p* < 0.1) in good quality eggs, using RNA-seq data stored in the PhyloFish [16] online database (Additional file 4). 

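The deposited table gives the description of otulina to 3 Ensembl genes, and none of them differed at an adjusted p under 0.05 (limma). ENSDARG00000045422 had a log2 signal of 7.46 ± 1.43 (SD, n = 16 clutches) in bad and 8.42 ± 1.38 (SD, n = 16) in good quality eggs, a difference of −0.96 (standard error 0.47, unadjusted p = 0.0510, adjusted p = 0.492). Its p was 0.0626 by the t-test of the methods and 0.0627 by a two-sided permutation test of the means, and 12 of 16 bad quality clutches lay below the median of the good quality eggs. A table of current Ensembl names lists this gene as YAE1 and does not hold the other 2. ENSDARG00000095829 had a difference of 0.22 (standard error 0.22, adjusted p = 0.706), at a mean of 1.07 log2 units above the negative control. For ENSDARG00000073931 it was 0.03 (standard error 0.18, adjusted p = 0.955). As good minus bad quality eggs, the difference of ENSDARG00000045422 was −0.35 in the 4 sets of both qualities and 1.56 in the other 22 clutches.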

We observed that only *slc29a1a* and *otulina* were predominantly expressed in ovary, egg, and/or embryo, thus, functional knockouts of these genes would mostly affect the female reproduction and the ensuing embryogenesis with minimal effect on non-reproductive organs. qPCR analysis for *otulina* (Fig. 3a) and *slc29a1a* (Fig. 3b) in different zebrafish tissues confirmed that both of these genes were expressed predominantly in the ovary and therefore good candidates for knockdown. One-cell stage embryos were injected with the CRISPR/Cas9 guides that targeted either *otulina* or *slc29a1a.* Injected embryos were subsequently raised until sexual maturity. Mosaic founder mutant females (F0) were identified by fin clip genotyping and subsequently mated with wild-type (WT) or Dr_*vasa*:eGFP C3 (hereafter called *vasa*:eGFP) males, and embryonic development was recorded. While mutations could be detected in F0 females, these mutations were not transmitted to the next generation thus making it impossible to generate non-mosaic homozygote mutant fish for further analysis. Since the mutagenesis efficiency of the CRISPR/Cas9 system was very high [17, 18], the *otulina* and *slc29a1a* genes were however sufficiently knocked-out in the transgenic mosaic F0 females to study the phenotype associated with the partial knock out of target genes, as previously shown for other maternal genes in zebrafish [9, 19]. This was evidenced by the substantially lower transcript levels of *otulina* and *slc29a1a* in the eggs of these mutant mosaic females as compared to those from control WT pairings (Fig. 3c). The decrease in maternally inherited transcript levels was especially high in *otulina* mutants. Thus, the phenotypes of *otulina* (*n* = 4) and *slc29a1a* (*n* = 10) mutants could be observed even in the F0 generation. All of our observations were therefore obtained from the F0 generation using eggs from mosaic mutant females in which target genes were partially knocked out and corresponding expression significantly reduced in eggs.

**Fig. 3:**
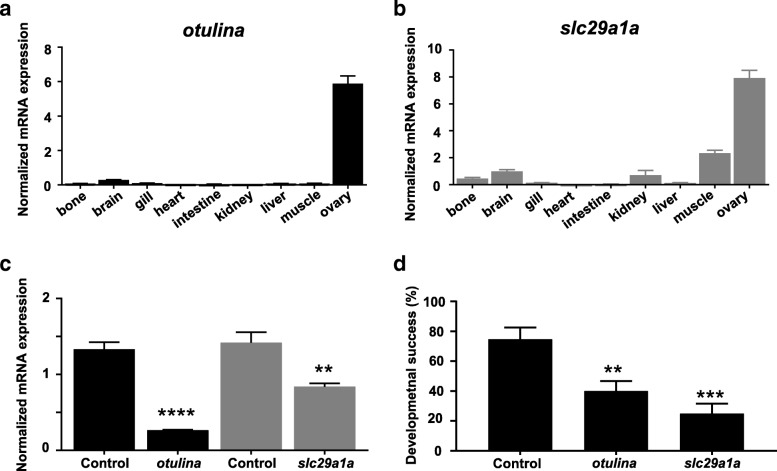
Tissue localization of *otulina* (**a**) and *slc29a1a* (**b**) based on qPCR assays. **c**: Expression level of *otulina* and *slc29a1a* in spawned eggs from mutant females mated with WT males as assessed by qPCR. 18S rRNA, *beta-actin* (*bact*), and *elongation factor 1 alpha* (*EF1α*) were used as internal controls, and experiments performed in triplicate. **d**: Developmental success in terms of survival rate of embryos at 24 h post-fertilization (hpf) from *otulina-* and *slc29a1a-*deficient mutant females mated with WT males. *N* = 4 r different females for *otulina* and *N* = 10 different females for *slc29a1a*, using eggs from at least three spawns for each individual female

We observed that both *otulina* and *slc29a1a* mutant-derived eggs had a significantly lower developmental success, defined as the proportion of surviving embryos at 24 hpf to the total number of spawned eggs (40.0 ± 6.7% and 24.8 ± 6.8%, respectively) in comparison to controls (74.61 ± 7.9%) (Fig. 3d). Eggs from the cross between each individual mutant female and a *vasa:eGFP* male were counted based on their developmental phenotype, described as non-cellularized (lack of cell division), partially cellularized (abnormal cell division), and normal development, as shown in Table 1. As compared to the control embryos that developed normally from 2 to 24 hpf (Fig. 4a-d), most of the spawned eggs from the mutant females were non-cellularized such that they did not undergo any cell division at all throughout the same time period, and they eventually all died by 24 hpf (Fig. 4e-l). However, two of the *slc29a1a* mutants displayed some heterogeneity in their offspring; while a proportion of the spawn did not develop and did not undergo cell division as observed previously, a number of cells underwent abnormal development characterized by asymmetrical cell division and the appearance of a cell mound on top of an enlarged cytoplasm, which occurred until approximately 4–5 hpf (Fig. 4m and n), after which they began to develop normally albeit slightly slower than their control counterparts (Fig. 4o-q). To determine if the non-cellularized eggs were unfertilized or were arrested in development immediately after fertilization, we performed PCR genotyping for the *gfp* gene, which would only come from the *vasa:eGFP* male and not from the mutant mother that does not harbour any *gfp* gene. We found that the non-cellularized eggs from both *otulina* and *slc29a1a* mutants did not have the *gfp* gene indicating that they were not fertilized (Fig. 4r).

**Table 1:** Characterization of *otulina* and *slc29a1a* mutant phenotypes

Embryos with defects				
	Total number of embryos	Non-cellularized^†^	Partially cellularized ^‡^	Normal embryos
*otulina-1*	210	163		47
*otulina-2*	213	172		41
*otulina-3*	92	53		39
*otulina-4*	116	110		6
*slc29a1a-1*	104	104		0
*slc29a1a-2*	100	88		12
*slc29a1a-3*	660	450		210
*slc29a1a-4*	451	439		12
*slc29a1a-5*	245	150		95
*slc29a1a-6*	152	138		14
*slc29a1a-7*	361	252		110
*slc29a1a-8*	80	71		9
*slc29a1a-9*	85	9	48	28
*slc29a1a-10*	370	153	24	193

Characterization of *otulina* and *slc29a1a* mutant phenotypes from crosses of *otulina* or *slc29a1a* mutant F0 females and WT males. ^†^Embryos did not develop at all. ^‡^Embryos had a partially cellularized blastodisc that was sitting atop an enlarged syncytium (arrow in Fig. 4n)

**Fig. 4:**
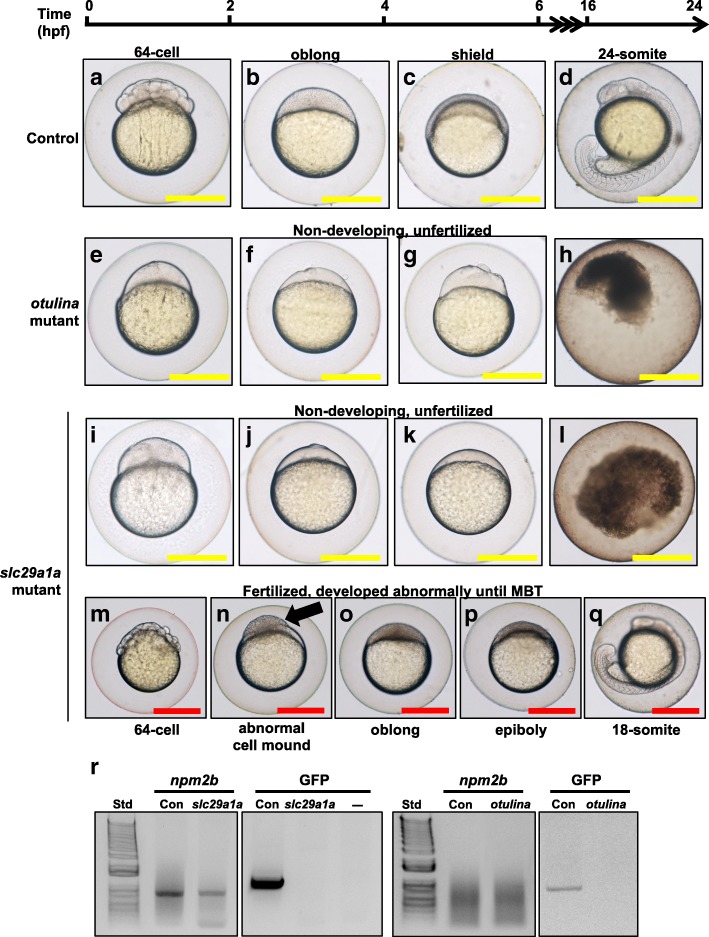
Representative images showing the development between 0 and 24 h post-fertilization (hpf) of F1 embryos from wildtype control (**a**-**d**), *otulina-*deficient (**e**-**h**), and *slc29a1a*-deficient (**i**-**q**) females. In the control eggs, the embryos were at 64-cell (A), oblong (**b**), shield (**c**), and 24-somite (**d**) stages according to Kimmel et al. [56]. Eggs from *otulina* and *slc29a1a* mutant females were non-developing and did not under any cell division (E-L). Some eggs from two *slc29a1a* mutant females were developing abnormally (M-Q). (**a**, **e**, **i**, **m**) = images taken at 2 hpf; (**b**, **f**, **j**, **n**) = images taken at 4 hpf; (**c**, **g**, **k**, **o**) = images taken at 6 hpf; (P) = image taken at 8 hpf; (**d**, **h**, **l**, **q**) = images taken at 24 hpf. The arrow demonstrates a partially cellularized blastodisc that was sitting atop an enlarged syncytium. Scale bars denote 500 μm. R: PCR genotyping for *nucleoplasmin 2b* (*npm2b*) and *vasa:eGFP* in spawned eggs from WT, *otulina-*, and *slc29a1a-*mutant females crossed with *vasa:eGFP* males to detect fertilization of the eggs. Std = 1 kb ladder; Con = WT female crossed with *vasa:eGFP* male

### The Wnt pathway is dysregulated following otulina deficiency

In a bid to elucidate a possible mechanism that may govern the function of *otulina*, we assessed the spawned eggs from *otulina*-mutant females crossed with WT males for the transcript levels of components of the *wnt* (*wnt3a*, *tcf3*, *tcf7*, *lef1*, and *dvl2*) and *tnf*/*nf-κb* (*nf-kb2*, *rel*, *rela, ikkaa*, *ikkab*, and *tnfa*) pathways as *otulina* plays a role in these pathways in mammalian models [20–22]. Our findings showed that *wnt3a*, *tcf7*, *lef1*, and *dvl2*, but not *tcf3*, transcript levels were significantly decreased in the *otulina* mutant-derived eggs (Fig. 5a-d), while none of the transcripts belonging to the *tnf*/*nf-κb* pathways exhibited a change in transcript levels (Additional file 5).

**Fig. 5:**
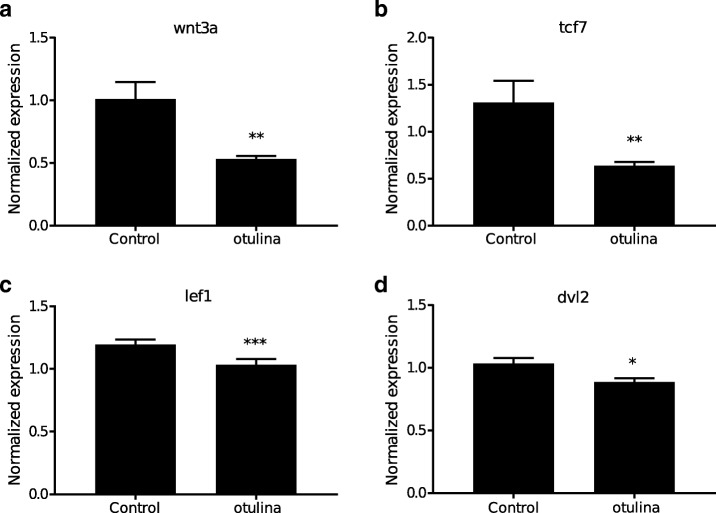
Evaluation of the expression levels (arbitrary units) of *wnt3a* (**a**), *tcf7* (**b**), *lef1* (**c**), and *dvl2* (**d**) in spawned eggs from *otulina-*deficient mutant females mated with WT males as assessed by qPCR. 18S rRNA, *beta-actin* (*bact*), and *elongation factor 1 alpha* (*EF1α*) were used as internal controls, and experiments performed in triplicate. N = 4 different females, at least three spawns from each female

### Identification of gene signatures to predict developmental competence by statistical modeling using partial Least Square (PLS) regression and genetic algorithm (GA)

Findings reported above in the transcriptome analysis were based on univariate analysis. We additionally used PLS to model the link between transcriptomic data and survival rates, and a GA to select subsets of genes that best predicted survival rates (see Methods for details). We ran the PLS-GA procedure with 70 populations of 500 potential solutions, i.e. subsets of 1 to 20 randomly selected genes. We thus obtained 35,000 final potential solutions, which we evaluated by 10 runs of 2-fold cross validation (2-FCV); we defined the average cross-validated R^2^ values from the 10 runs as the quality criterion for each individual. To confirm that the selected individuals were relevant, we compared the average 2-FCV R^2^ values obtained on the actual dataset to the ones obtained on data generated by randomly permuting the survival rates of the different observations. Figure 6a shows that the 2-FCV R^2^ obtained for the final individuals using the actual survival rates were significantly higher than those obtained with the randomized data (*p*-value < 2.10^− 16^; Mann-Whitney U-test). In addition, we compared the distribution of selection frequencies of each gene in the final populations using the actual and randomized data. We did not observe significant peaks (genes with high selection frequency) in the randomized data (Fig. 6b, lower panel) as compared to the actual data (Fig. 6b, upper panel). The 95th and 99th percentiles of the distribution of frequencies in the randomized data were then used as thresholds to identify sets of genes that were significantly frequently selected. We identified 156 genes using the 95th percentile. Table 2 displays the 29 genes identified using the 99th percentile. 

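The 29 entries of Table 2 stand for 32 Ensembl genes on the arrays, and 4 of these rose in bad quality eggs at an adjusted p under 0.05 over all probes (limma). These were rtn4ip1, si:dkey-87o1.2, TMEM258 and ENSDARG00000089422. Non-muscle myosin heavy polypeptide 9a (ENSDARG00000063295) had a difference of 0.75 (standard error 0.15, adjusted p = 0.0533, n = 16 clutches in each group), and golgi integral membrane protein 4a (ENSDARG00000076498) had 0.61 (standard error 0.13, adjusted p = 0.107). Lower mean signals in bad quality eggs were found for ppargc1b (ENSDARG00000056563), a coactivator of mitochondrial genes, at −1.90 (standard error 0.56, adjusted p = 0.229), and for acyl-Coenzyme A oxidase-like (ENSDARG00000020149) at −0.96 (standard error 0.24, adjusted p = 0.144). Tables 2 and 3 together hold 37 Ensembl genes, of which 34 differed at an unadjusted p under 0.05, 21 of them higher and 13 lower. The same number, 34, passed when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same samples.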

Of note, 10 of the 29 genes were identified as differentially expressed in the microarray analysis. A gene signature with a low number of genes is desirable for diagnostic or prediction purpose. 

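The solutions with 7 and 8 genes hold 10 Ensembl genes, 5 with a higher and 5 with a lower mean signal in bad quality eggs. They include the RNA polymerase III subunit polr3d (ENSDARG00000017820) with a difference of 0.75 (standard error 0.28, adjusted p = 0.377, n = 16 clutches in each group), zgc:174935 with 0.88 (standard error 0.30, adjusted p = 0.327) and si:dkey-210j14.4 with −1.62 (standard error 0.41, adjusted p = 0.146). At an adjusted p under 0.05, 0 of the 10 genes passed in limma and 0 in the t-test, and 8 had an unadjusted p under 0.05 in limma. The survival rate of each clutch is not among the deposited data, so the quality group took its place in a partial least squares regression with 2 components. In 10 runs of 2-fold cross-validation, the mean squared correlation was 0.885 for the 7 genes and 0.822 for the 8 genes, and 100% and 97.8% of the clutches were put in the right group. Of 1000 random sets of the same size, the highest reached 0.511 and 0.379 (share 0.000999 for both, the smallest that 1000 sets can give). Random sets drawn from the 5707 probes with an unadjusted p under 0.1 had a median of 0.258 and 0.266 and reached 0.630 and 0.618. The genes were chosen by the study on these same clutches.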

Table 3 displays the two best solutions with only 7 and 8 genes and average 2-FCV R^2^ values equal to 0.9771 and 0.9678, respectively. 

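A signature was also chosen in a part of the clutches and tested in the rest, by another method than the paper's. The genetic algorithm was not run and the quality group stood in for the survival rate, so the values are no test of the paper's signatures. In each of 50 splits into equal parts, the 8 probes with the smallest p in limma were taken from the arrays of the training part. The regression fitted there was applied to the remaining arrays. On average, 63.6% ± 11.6 (SD over the splits) of the remaining clutches were put in the right group, with a range from 37.5% to 93.75%. With 20 probes the mean was 63.75% and with 50 probes 66.5%. When the quality groups were permuted before the same steps, it was 46.9%. In splits that kept all clutches of a set in the same part, which were added after the sets had been found, it was 58.0% ± 12.4. The splits share clutches and are not independent of each other.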

In conclusion, we identified statistically robust gene signatures that predicted egg survival rates from transcriptomic data.

**Fig. 6:**
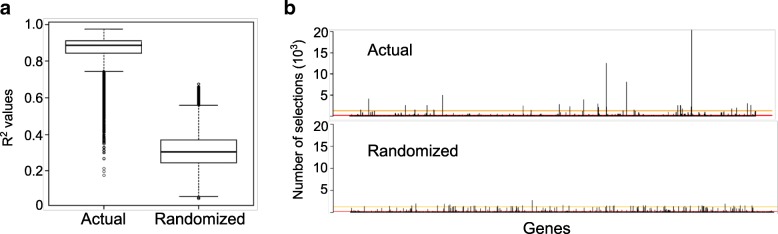
**a** The average 2-fold cross validation R^2^ values obtained from the actual dataset were compared to the ones obtained from the pseudo-datasets with permuted survival rates. **b**: The frequency that each variable was selected in populations from the actual data and from the randomized data. The 95th and 99th percentiles of the distribution of frequencies in the randomized data were used to obtain sets of genes that were the most often selected

**Table 2:** Genes identified from the PLS-GA analysis to be associated with survival

ENSEMBL gene annotation	Gene name
ENSDARG00000090871	Si:dkey-210j14.4
ENSDARG00000076419	Si:dkeyp-117b11.2
ENSDARG00000079255	Zgc:174935
*ENSDARG00000031366*	***Reticulon 4 interacting protein 1***
ENSDARG00000006982	muscle segment homeobox D
ENSDARG00000071553	Zgc:171500
ENSDARG00000070898/ENSDARG00000092291	Si:ch211-262 h13.3 / Si:ch211-281 g2.3
ENSDARG00000075318	Solute carrier family 16 (monocarboxylic acid transporters), member 6a
*ENSDARG00000063295*	***Myosin, heavy polypeptide 9a, non-muscle***
*ENSDARG00000082140/ENSDARG00000082017*	***U1 spliceosomal RNA***
ENSDARG00000089078	Collagen, type XXIII, alpha 1
*ENSDARG00000017820*	***Polymerase (RNA) III (DNA directed) polypeptide D***
ENSDARG00000024687	Polymerase (RNA) III (DNA directed) polypeptide G
*ENSDARG00000089422*	***CABZ01087562.1***
ENSDARG00000056563	Peroxisome proliferative activated receptor, gamma, coactivator 1, beta
*ENSDARG00000076498*	***Golgi integral membrane protein 4a***
*ENSDARG00000069425*	***Heat shock factor binding protein 1a***
ENSDARG00000090804	G protein-coupled receptor 155a
ENSDARG00000075434	RNA 2,3,-cyclic phosphate and 5,-OH ligase
ENSDARG00000096436	Si:dkey-118j18.4
ENSDARG00000089677	CABZ01117603.1
*ENSDARG00000095796*	***Si:dkey-87o1.2***
ENSDARG00000004898	Zona pellucida glycoprotein 2, like 2
ENSDARG00000020149	Acyl-Coenzyme A oxidase-like
ENSDARG00000027738	Si:ch211-13c6.2
ENSDARG00000080245	5S ribosomal RNA
ENSDARG00000058445	Protein disulfide isomerase-like, testis expresse
*ENSDARG00000078785*	***Transmembrane protein 258***
*ENSDARG00000093926/ENSDARG00000095522*	***Si:dkey-71b5.2 / Si:dkey-71b5.3***

List of the 29 genes that were selected from the exhaustive analysis by Partial Least Square (PLS) regression and genetic algorithm (GA). The 10 genes that were differentially regulated in our microarray dataset are boldfaced and italicized

**Table 3:** Two solutions from the parsimonic prediction model

ENSEMBL gene ref.	Gene name
Solution 1	
*ENSDARG00000079255*	*Zgc:174935*
*ENSDARG00000089677*	*CABZ01117603.1*
*ENSDARG00000090871*	*Si:dkey-210j14.4*
*ENSDARG00000076419*	*Si:dkeyp-117b11.2*
*ENSDARG00000017820*	*polymerase (RNA) III (DNA directed) polypeptide D*
ENSDARG00000086485	novel protein coding gene
ENSDARG00000020054	aldehyde oxidase 1
Solution 2	
*ENSDARG00000079255*	*Zgc:174935*
*ENSDARG00000089677*	*CABZ01117603.1*
*ENSDARG00000090871*	*Si:dkey-210j14.4*
*ENSDARG00000076419*	*Si:dkeyp-117b11.2*
*ENSDARG00000017820*	*polymerase (RNA) III (DNA directed) polypeptide D*
ENSDARG00000016855	Splicing factor 3b, subunit 5
ENSDARG00000088305	CABZ01072929.1
ENSDARG00000087431	Zgc:173962

Two solutions containing 7 and 8 genes that were selected from the parsimonic model by Partial Least Square (PLS) regression and genetic algorithm (GA). The 5 common genes between the two solutions are italicized

## Discussion

In this study, we identified 66 DEGs between good and bad quality eggs at the one-cell stage, which is a relatively low number as compared to other studies. In fact, it must be reiterated that all of the couples that were mated and produced clutches were wildtype without any particular treatment in contrast to most existing studies on fish egg quality. Thus, there may have been multiple natural causes behind the decline in quality of the eggs from the different mothers, such as nutrition, density, age of parents, delay from last spawn, and genetics just to name a few [1, 23, 24]. Among the 66 DEGs, 7 genes were verified independently by qPCR. These genes all play different cellular roles: *rpf2* [25] is a ribosome assembly protein that recruit 5S rRNA and ribosomal proteins into nascent large ribosome subunits; *rps27.2* [26] is a structural component of the 40S small ribosome subunit; *spond1b* [27] encodes a protein secreted by floor plate cells during embryogenesis that localizes to the central spinal canal and has neuroregulatory functions; *rtn4ip1* [28] is a mitochondrial protein present in neurons and astrocytes; *tspan7b* [29] is a cell surface receptor signaling molecule that functions in embryonic development; *stra13* [30] has roles in DNA repair and kinetochore assembly; and *slc29a1a* [31] is transmembrane glycoprotein that mediates the cellular uptake of nucleosides. Their distinct roles in the cell highlight the fact that embryonic survival is based on many different cellular processes and suggest that they may serve as candidate markers of egg quality among unrelated wildtype females in larger populations.

With regard to the functional characteristics of the DEGs in the study using all samples, overrepresentation analyses of the GO terms by the DAVID gene ontology program found that genes that function in ribosome and translation were predominantly enriched. A recent study demonstrated that ribosome was one of the top over-represented KEGG pathways in the expressed transcriptome of unfertilized zebrafish eggs, which suggests that the ribosome/translation process plays a major role in fertilization and subsequent embryonic development [32]. Further, our results are consistent with previous findings that showed that translation-related transcripts were also differentially expressed in seabass eggs of different quality [33]. Interestingly, the findings in this study correlate with our previous proteomic study which also demonstrated significant dysregulation of proteins with functions in protein synthesis in zebrafish eggs of varying quality [34]. In the proteomic study, peptides that function in protein synthesis were upregulated in both good and bad quality eggs, which suggests a general dysregulation of the system. In this study, *rpf2* and *rps27.2* were found by microarray and confirmed by qPCR to be increased in bad quality eggs (Fig. 2a and d, respectively). Both of these genes encode proteins that function in ribosomes; rpf2 is an assembly factor and rps27.2 is a structural component of the 40S small ribosome subunit as mentioned above. A similar finding was demonstrated in a previous study that investigated the transcriptome of eggs after natural and controlled ovulation in rainbow trout (*Oncorhynchus mykiss*); it was revealed that *rpl24 transcript*, which encodes a structural component of the large ribosome subunit, was more abundant in the latter which had higher mortality [12]. Thus, it appears that eggs of bad quality are associated with a dysregulation of genes encoding ribosome components. 

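Of 86 cytosolic ribosomal protein genes on the arrays, 71 had a higher mean signal in bad quality eggs, with a median difference of 0.25. The 37 genes of the small subunit rose as a group by a median of 0.31 (camera, adjusted p = 1.12e-17, and adjusted p = 0.0886 with an estimated correlation), and the 49 genes listed for the large subunit rose by 0.23 (adjusted p = 3.37e-15, and adjusted p = 0.130 with an estimated correlation). The latter were matched by name or description and include COA1 (difference 0.07), whose symbol is not that of a ribosomal protein, and the related RPL7L1 (0.04). Ribosomal protein S12 (ENSDARG00000036875) had a difference of 0.60 (standard error 0.12, adjusted p = 0.0533, n = 16 clutches in each group), ribosomal protein S24 (ENSDARG00000039347) had 0.50 (standard error 0.12, adjusted p = 0.143), and ribosomal protein L19 (ENSDARG00000013307) had 0.44 (standard error 0.10, adjusted p = 0.125). Over all genes, 0 members of the small subunit list and 1 of the large subunit list passed in limma, and 3 and 1 did in the t-test of the methods. Adjusted over the list alone, 20 and 22 members were higher and 0 lower. At an unadjusted p under 0.05, 48 of the 86 genes were higher and 1 lower.

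With the spike-in group as a block, both lists rose (adjusted p = 1.68e-18 and 3.94e-16). The medians in the low and high spike-in groups were 0.23 and 0.36 for the small subunit and 0.19 and 0.26 for the large subunit. Scaling to the 75th percentile moved the median difference of all probes from −0.03 to −0.12 and that of the 86 genes to 0.17, with 66 of them above 0, and after quantile normalization it was 0.16. From the enriched terms for ribosome and translation and from the higher levels of rpf2 and rps27.2, together with earlier work on egg proteins and on trout, the paper proposes that genes of ribosome components are dysregulated in eggs of bad quality.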

Dysregulation of the translational machinery in zebrafish eggs of different quality appears to be at both the transcript and protein levels, and may disrupt developmental competence and impact egg quality. Whether or not this is simply a consequence of the dysregulation of the egg formation process in the ovary or the reason why bad quality eggs have a lower ability to develop once fertilized is currently unknown and begs for further investigations.

Obtaining a gene signature to predict the survival rate is valuable and of practical interest as the identification of a set of genes that correlates with the rate of survival can open up avenues for understanding the biological phenomena to explain egg quality and for future applications in aquaculture [35]. Existing studies, that used machine learning to predict egg quality resulted in the identification of several hundreds of genes [36]. In the present study, we used PLS to model the link between transcriptomic data and survival rates, and a genetic algorithm to select subsets of genes that best predicted survival rates. To our knowledge, such an approach had never been applied to egg quality in fish. We succeeded in identifying statistically robust gene signatures with low number of genes (< 10) that predicted egg survival rates from transcriptomic data.

In an effort to investigate the functional significance of some of the DEGs, we created CRISPR/Cas9 knockouts of *otulina* and *sc29a1a* due to their ovarian-predominant expression and dysregulation in bad quality eggs (Additional file 4, Fig. 2). We used the F0 mosaic females directly for experimentation since the *otulina* and *slc29a1a* transcript levels were dramatically reduced in their F1 eggs, which indicated that many of the oocytes in the mosaic females contained the mutant copy of the gene and thus had reduced gene expression. Our findings provide evidence that *otulina* and *slc29a1a* are key fertility-related genes playing an important role for the production of fertilizable eggs. Notably, we demonstrated for the first time that deficiency in each of these genes render females subfertile, with complete lack of development in the spawned eggs, which were shown to be unfertilized (Fig. 4r). Thus, our data suggested that *otulina* and *slc29a1a* may play roles that contribute to the factors important for fertilization. *Otulina* is predicted to encode for a deubiquitinase, which removes methionine 1-linked ubiquitin chains, of the OTU family in zebrafish, and substrate-bound otulin in mammals has been shown to associate with the linear ubiquitin chain assembly complex (LUBAC). This ubiquitination-deubiquitination system is a key regulator of important signaling pathways, including Wnt, TNF-α, and NF-κb. The *otulin* gene, the mammalian ortholog, has been previously shown to be involved in early development in mice since a functionally-disruptive gene mutation results in embryonic lethality due to perturbed Wnt signaling and angiogenesis [20]. In fact, it is known that Wnt signaling plays a major role in gonad differentiation in some fish species [37–39] . Further, *otulin* has also been shown to be a key factor in regulating inflammation and immunity through its modulatory role in the TNF-α and NF-κb pathways [21, 22]. It is known that inflammatory signaling is an essential part of early embryonic development since many of these components are part of the maternally-inherited repertoire of transcripts, and the TNF- α and NF-κb pathways play important roles in embryonic hematopoietic stem and progenitor cell production as well as body patterning/specification [40–42]. Our results showed that there were significant decreases in the transcript levels of several *wnt* components including *wnt3a*, *tcf7*, *lef1*, and *dvl2* (Fig. 5), while none of the transcripts belonging to the *tnf*/*nf-κb* pathways showed any changes. Thus, *otulina* deficiency may contribute to subfertility in zebrafish via dysregulation of *wnt* signaling, in line with our previous study that showed that the *wnt* pathway was disturbed at the protein level in bad quality eggs and with the known function of *wnt* in development [34, 43, 44].

On the other hand, *slc29a1a* is predicted to encode for an equilibrative nucleoside transporter. In mammals, it was shown that *slc29a1* transports adenosine, which is a potent cellular metabolite that functions in cyclic AMP pathways and also acts directly as a vasoactive mediator, into fetal cells and has implications in fetal endothelial functions such that its dysfunction can lead to human pregnancy-related problems such as gestational diabetes, intrauterine growth restriction, and pre-eclampsia [45–47]. In addition, *slc29* homologues in chicken play important roles in rhythm and conduction in developing embryonic hearts via the ERK/MAP (extracellular signal regulated kinase/mitogen activated protein) pathways [48]. However, the function of *slc29a1* in fish is still unknown since these species usually undergo external fertilization and embryonic growth. Further investigations into their physiological functions are warranted.

## Conclusions

In this report, we show that statistically robust gene signatures exist in the maternally-inherited transcriptome that could be used to predict development competence. We also report that poor zebrafish egg quality is associated with a dysregulation of the translational machinery genes. Finally, we identified novel fertility-related genes, *otulina* and *slc29a1a,* that play an important role to allow the production of fertilizable eggs.

## Methods

### Fish husbandry and sample collection

Wildtype zebrafish (*Danio rerio*) of the AB strain were maintained at 25 °C in a central filtration recirculating system with a 12 h light/dark cycle in the INRA LPGP fish facility (Rennes, France). Breeding pairs were kept in the same tank overnight separated by a partition, and in the morning, the divider was removed after which the female released her eggs to be fertilized by the male. One hundred and thirty-six clutches of fertilized zebrafish eggs at the one-cell stage were harvested and divided into two parts. One part was flash-frozen in TRI reagent (Sigma-Aldrich, St. Louis, USA) and stored at -80 °C for molecular biology analyses. The other part was cultured in modified Yamamoto’s embryo solution (17 mM NaCl, 400 μM KCl, 270 μM CaCl_2_.2H_2_O, 650 μM MgSO_4_.7H_2_O, 0.1 μl/ml of methylene blue) and monitored for up to 48 h, and the number of survivors was counted at 8, 24, and 48 hpf. Good quality eggs were defined as embryos that had a very high survival rate (> 93%) at 48 hpf and bad quality eggs were those that suffered a very low survival rate (< 38%) at 48 hpf. Those percentages were selected to obtain two groups of contrasted phenotype (i.e. differential egg quality) with sufficient statistical power.

### RNA extraction

Total RNA of the pooled clutches was extracted using TRI reagent according to the manufacturer’s protocol, and RNA quality and purity were assessed using the Agilent Nano RNA 6000 assay kit and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). All samples were confirmed to have a RIN (RNA integrity number) of 9–10 which are generally accepted as reflecting very good quality RNA.

### Microarray analysis

Zebrafish gene expression profiling was conducted using an Agilent 8x60K high-density oligonucleotide microarray. Labeling and hybridization steps were performed following the Agilent “One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp labeling)” protocol. Briefly, for each sample, 150 ng of total RNA was amplified and labeled using Cy3-CTP. Yield (> 825 ng cRNA) and specific activity (> 6 pmol of Cy3 per μg of cRNA) of Cy3-cRNA produced were checked with the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, USA). 600 ng of Cy3-cRNA was fragmented and hybridized on a sub-array. Hybridization was carried out for 17 h at 65 °C in a rotating hybridization oven prior to washing and scanning with an Agilent Scanner (Agilent DNA Microarray Scanner, Agilent Technologies) using the standard parameters for a gene expression 8x60K oligoarray (3 μm and 20 bits). Data were then obtained with the Agilent Feature Extraction software (10.7.3.1) according to the appropriate GE protocol (GE1_107_Sep09) and imported into GeneSpring GX software (Agilent Technologies) for analysis. The data were first normalized by median centering, log-transformed, and and filtered considering expressed genes those which have a signal above background in at least 80% of the samples in at least one of the two conditions. Then differential expressed genes (DEGs) were determined by performing a T-Test with a Benjamini-Hochberg (BH) corrected pval < 0.05. Genes and biological samples were finally classified according to their gene expression profiles using a hierarchical clustering method (Cluster software) and the results were visualized with Treeview [49].

### Gene ontology (GO) analysis

The differentially expressed genes (DEGs) obtained from the microarray analysis were subjected to overrepresentation analyses using the DAVID version 6.7 (https://david.ncifcrf.gov/) [15] online program with Ensembl gene identifiers to elucidate enriched terms. The DAVID analyses were conducted using the Functional Annotation Tool based on terms derived from UniProtKB keywords, Gene Ontology BP, MF, and CC, and KEGG pathways with Benjamini multiple test correction (*p* < 0.05).

### Reverse transcription polymerase chain reaction and quantitative real-time PCR (qPCR)

One μg of RNA was used as template for synthesis of cDNA using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) as per the manufacturer’s protocol. The cDNA samples were then diluted 20-fold and subjected to qPCR using the primers listed in Additional file 2. Primers were designed using the online program Primer3 (http://primer3.ut.ee) and extended across an intron when possible to eliminate the contribution from genomic DNA. qPCR was performed in triplicate using the GoTaq qPCR Mastermix kit (Promega, Madison, USA), which utilizes carboxy-X-rhodamine (CXR) as the reference fluorochrome, using the following cycling condition: 95 °C for 10 s and 60 °C for 30 s for 40 cycles. The data were collected with the StepOnePlus apparatus (Applied Biosystems, Foster City, USA) and quantitation of the samples was conducted using standard curves. 

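On the arrays, lsm14b, pfdn2 and rnf8 had high signals with a small spread. Their mean log2 signals were 14.73, 16.13 and 14.38, and the SD over all 32 clutches was 0.171, 0.189 and 0.168. Of all 31262 probes, 0.154%, 0.361% and 0.141% had an SD as small or smaller. The differences between bad and good quality eggs were 0.04 (standard error 0.08, adjusted p = 0.857 from limma) for lsm14b, −0.04 (standard error 0.08, adjusted p = 0.864) for pfdn2 and 0.08 (standard error 0.07, adjusted p = 0.672) for rnf8. Under other scalings, the difference was −0.05 (75th percentile) and −0.07 (quantile) for lsm14b and −0.01 (75th percentile) for rnf8. The SD was 0.322 for actb1, 0.306 for actb2 and 0.313 for eef1a1l1, which encodes an elongation factor 1 alpha, and the adjusted p was 0.996, 0.583 and 0.738.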

LSM couples member 14B (*lsm14b*), prefoldin subunit 2 (*pfdn2*), and ring finger protein 8 (*rnf8*) had the most stable expression in the microarray dataset and were thus used as internal controls for qPCR. Further, 18S rRNA, *beta-actin* (*bact*), and *elongation factor 1 alpha* (*EF1α*) were also used as internal controls for qPCR [50]. The geometric means of all 6 genes were calculated and for normalization of the data quantity.

### CRISPR-Cas9 genetic knockout

CRISPR/Cas9 guide RNA (gRNA) were designed using the ZiFiT Targeter online software (version 4.2) [51, 52] and were made against 3 targets within each gene to generate large genomic deletions, ranging from 130 to 1500 base pairs, that span exons to induce the formation of non-functional proteins. The gRNA sequences for *otulina* are: 5′ GGAGACGCATGAGGATGAAC 3′; 5′ GGAAACAAACAGCATATTCT 3′; and 5′ GGGTCAGGTATCAAATAACT 3′. The gRNA sequences for *slc29a1a* are: 5′ GGGAGCCGCGTTATCCTT3’; 5′ GGGGCTTGTCAGAAACTA 3′; and 5′ TAGGAACCATATACAAAAAA 3′. Nucleotide sequences containing the gRNA were ordered, annealed together, and cloned into the DR274 plasmid. In vitro transcription of the gRNA from the T7 initiation site was performed using the Maxiscript T7 kit (Applied Biosystems), and their purity and integrity were assessed using the Agilent RNA 6000 Nano Assay kit and 2100 Bioanalyzer (Agilent Technologies). Zebrafish embryos at the one-cell stage were micro-injected with approximately 30–40 pg of each CRISPR/Cas9 guide along with 8–9 nM of purified Cas9 protein (a generous gift from Dr. Anne de Cian from the National Museum of Natural History in Paris, France). The embryos were allowed to grow to adulthood, and genotyped using fin clip and PCR that detected the deleted regions. The PCR bands of the mutants were then sent for sequencing to verify the deletion. Once confirmed, the mutant females were mated with wildtype males to produce F1 embryos, whose phenotypes were subsequently recorded. Images shown on Fig. 4 were captured with a AZ100 microscope and DS-Ri1 camera (Nikon, Tokyo, Japan).

### Genotyping by PCR

Genotyping of F0 and F1 animals was performed by harvesting fin clips from adult mosaic females as well as F1 animals under anesthesia (0.1% phenoxyethanol) and F1 eggs (1–2 cell stage) from mosaic females crossed with *vasa:eGFP* males. These samples were lysed with 5% chelex containing 100 μg of proteinase K at 55 °C for 2 h and then 99 °C for 10 min. The extracted DNA was subjected to PCR using the AccuPrime system (Promega) for *slc29a1a*, Advantage 2 system for *nucleoplasmin 2b* (*npm2b*), and Jumpstart Taq polymerase (Sigma-Aldrich) for *otulina* and *vasa:eGFP*. The primers are listed in Additional file 2.

### Statistical analyses

Statistical analysis of the difference in the expression of each gene between bad and good quality embryos was performed using a Student’s t-test whenever possible after determination of normality of distribution using the Anderson-Darling test. When a t-test could not be used, a Mann-Whitney’s U-test was used. All statistical determinations were conducted using Prism version 7 (GraphPad, La Jolla, USA). Data are presented as mean ± standard error (SEM). A *p*-value < 0.05 was considered as statistically significant.

### Analyses by partial least squares (PLS) regression and genetic algorithm (GA)

We first filtered uninformative genes by performing a correlation test between each gene expression levels and survival rate; genes with *p*-values > 0.1 were discarded. We then computed the Pearson correlation coefficient for the expression levels of each pair of genes. We considered genes with pairwise correlations higher than 0.95 as redundant and kept only the gene with the highest correlation to the survival rates in each subset of correlated genes.

We implemented a GA to select optimal individuals, i.e. subsets of genes whose expression levels predict survival rate. We generated the initial population of potential solutions by selecting 500 subsets of *p* genes (1 ≤ *p* ≤ 20) randomly among the 5410 filtered genes [53]. We applied PLS regression to each subset, which combined linearly the expression levels of the different genes of one subset to estimate the survival rate. We evaluated the quality of the different individuals using the squared Pearson correlation coefficient between the actual survival rates and the estimates [54]. We performed two-fold cross-validation (2-FCV) to prevent over-fitting; we randomly split the observations into two equal subsets d0 and d1. We applied the PLS model to d0 and assessed the quality of the model on d1, and vice versa. We calculated the squared Pearson correlation coefficient, 2-FCV R^2^, between the actual survival rates and the estimates obtained by the 2-FCV procedure. We ranked the 500 subsets according to the 2-FCV R^2^ values. We selected the best individuals by associating each individual with a selection probability that was proportional to its rank [55]. We altered the selected individuals through ‘mutation’ and ‘cross-over’. We mutated 90% of the individuals by randomly adding, removing or replacing a gene. We crossed-over 50% of the individuals by randomly splitting each of two potential solutions into two subsets of genes and exchanging one subset between them to obtain new individuals. We repeated this procedure for 200 generations and submitted the individuals selected in the final generation to extensive evaluation using 10 runs of 2-FCV. We used the average R^2^ obtained for each individual as the final criterion to quantify the quality of each final subset of genes.

To assess the relevance of the procedure, we applied the same GA to randomized datasets obtained by randomly permuting the survival rate of the different observations. Genes involved in egg survival are expected to appear often in the final subsets. The distribution of the selection frequency of each gene in the randomized datasets was computed. Genes with selection frequency in the actual data higher than the 95th or 99th percentile of the selection frequencies in the randomized data were considered as relevant. The distributions of the average 2-FCV R^2^ of the final individuals obtained on the actual and randomized data were also compared. The relationship between gene expression and survival rate was considered significant when the *actual* R^2^ values were significantly higher than the R^2^ values of the randomized dataset. To compare their distributions, a Mann-Whitney test was used.

## Additional Files

Additional file 1: The complete list of the 66 DEGs including the gene description, Ensembl annotation, corrected *p*-value, and fold change. Analysis was performed with the GeneSpring GX program.

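Additional file 1 gives for each gene a fold change and a p-value from the comparison of bad with good quality eggs. Computed as the difference between the group means of the deposited log2 signals, turned back to the linear scale, the fold change was within 1% of the listed value for all 66 genes. The p-value of a two-sided t-test of each probe before adjustment was within 1% of the listed p-value for all 66 genes, and the listed values run from 1.16e-07 for NIMA-related kinase 3 to 0.000206. Beside the 66 genes, 1 other probe, ENSDARG00000075219, had a t-test p at or below the highest listed value. After BH adjustment over all 31262 probes, the highest p of the 66 genes was 0.0961 for the t-test and 0.210 for limma.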

Additional file 2: Sequences of the primer pairs that were used in this study.

Additional file 3: List of differentially expressed genes (DEGs) in bad quality eggs as compared to good quality eggs that were the most modified among the 66 DEGs found by microarray analysis.

Additional file 4: Tissue localization of (a) *rpf2*, (b) *spond1b*, (c) *tspan7b*, (d) *rps27.2*, (e) *stra13*, (f) *rtn4ip1*, (g) *slc29a1a*, and (h) *otulina* transcripts by RNA-seq retrieved from the Phylofish online database.

Additional file 5: Evaluation by qPCR for transcripts of *wnt*, *tnf,* and *nf-kb* pathways in *otulina* mutant-derived eggs. Transcript levels of (a) *tcf3*, (b) *tnfa*, (c) *ikkaa*, (d), *nf-kb2*, (e) *rel*, and (f) *rela* were investigated by qPCR

## Data Availability

The datasets generated and materials used in the current study are available upon request. In addition, all microarray data are available in NCBI Gene Expression Omnibus under accession GSE109073: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109073.

## Abbreviations

2-FCV: 2-fold cross validation
DEGs: differentially expressed genes
FDR: false discovery rate
GA: genetic algorithm
*gfp*: green fluorescent protein
hpf: hours post-fertilization
MBT: mid-blastula transition
*npm2a* and *npm2b*: nucleoplasmin 2a/b
*otulina*: OTU deubiquitinase with linear linkage specificity a, fam105ba
PLS: partial least square regression
qPCR: quantitative real-time polymerase chain reaction
RNA-seq: RNA sequencing
*rpf2*: ribosome production factor 2 homolog (*S. cerevisiae*)
*rps27.2*: ribosomal protein S27 (isoform 2)
*rtn4ip1*: reticulon 4 interacting protein 1
*slc29a1a*: solute carrier family 29, member 1a
*spon1b*: spondin 1b
*stra13*: stimulated by retinoic acid 13 homolog/centromere protein X
*tspan7b*: tetraspanin 7b
*U1*: U1 spliceosomal RNA
WT: wildtype
ZGA: zygotic genome activation

How the deposited data were processed for this re-analysis (not part of the article)

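The eggs of 32 zebrafish clutches were measured, 16 of bad and 16 of good quality, with 1 one-color Agilent array (Cy3) for each clutch. The authors read the arrays with Agilent Feature Extraction (10.7.3.1), normalized them in GeneSpring by median centering and deposited log2 values, in 1 column for each clutch. The log base was read from the values, whose upper limit is that of the 20-bit scanner on the log2 scale. The values stand in an annotated table and in a series value table, and the largest difference between the 2 was 0. All arrays had the same median, and no probe was centered over the clutches. The annotated table held 31318 sequences, of which 56 control spots were left out. The remaining 31262 probes, 1 for each Ensembl gene, were all tested, since the table carries no mark of signal above background and the filter of the methods on 80% of the samples could not be repeated. The number of sequences is close to the 31317 that the paper kept, so the table may already be filtered. The genome build is not named in the files, and no positions are given. The bad quality clutch titled 124 carries the number 16 in its label, with the same quality, and is named after its title. The survival rate of each clutch was not among the deposited data. The number of clutches limits the precision, and signals near the negative control spot, which lay between 0.59 and 2.06 on the log2 scale, say little about a transcript.

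Differences were computed as bad minus good quality eggs with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted over all probes by the Benjamini-Hochberg method, with a threshold of 0.05. The t-test of the methods (Student, equal variance) was run beside it on the same probes. Genes taken to qPCR were also tested 1 at a time with a two-sided permutation test of the group means and 100000 resamples. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes and, as an alternative, with a correlation estimated for each list, and the p-values were adjusted over 25 lists. The test for a mixed direction was limma's fry. Members of each list were counted past the threshold over all probes and over the list alone. For each list, 10000 random lists matched on the mean level of each member (100 bins of level) were drawn, and 1000 for the small non-coding RNAs. Fisher's exact test compared the lists with Additional file 1. A partial least squares regression with 2 components was fitted to the quality group in 10 runs of 2-fold cross-validation. Signatures chosen in a training part were tested in 50 splits. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

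The tests, the samples, the gene lists, the rule for named genes and part of the alternative settings were fixed before the data were examined, though after the paper and Additional file 1 had been read. Named are the genes that the paper names for the array data, the 10 genes with the largest difference in each direction among those past the threshold, for each list the up to 4 members with the smallest p past the threshold or the 2 with the smallest p if none passed, and those of these genes whose call changed under an alternative. The lists of ribosomal proteins leave out the kinases that act on ribosomal protein S6. Cell type lists cover granulosa and theca, red and white blood cells, skin and gut, and sperm and testis.

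Several groupings came from the values. The level of a single E1A spike-in probe told 16 arrays with a low from 16 with a high level, and other spike-in probes were not used. On/off probes were those with a gap of more than 1.5 log2 units between 2 groups of at least 4 clutches, whose means lay more than 8 SD (within a state) apart, and probes with an unadjusted p under 0.05 for egg quality or in Additional file 1 were left out. Clutches were joined into a set where they shared the state of these probes, with the limit at the largest gap between the shares of pairs. Limits of 6 and 10 SD joined the same number of pairs (17). Random draws of 5 bad and 5 good clutches (10000) were compared with the 10 clutches of sets with both qualities. Within these sets, all 48 assignments of the quality labels were also tried. Probes chosen in one spike-in group were measured in the other, over all splits of it into 8 and 8. The sets were also built with no probe left out for its difference between the qualities.

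The alternative settings chosen at that time were the t-test of the methods, Welch's t-test, eBayes with a trend and robust variance, array weights, scaling to the median, to the 75th percentile and by quantiles, the series value table, only the 15631 probes with the higher mean level, the clutch number or the first residual component as a covariate, other thresholds, each clutch left out in turn, lists without the genes of Additional file 1, 1 component in the regression and other signature sizes. Settings added after the data had been seen were the spike-in group as a block or by itself, the sets as a random block or averaged, 4 arrays that stood apart on the first 2 principal components left out, the negative control level as a covariate, signature splits that keep sets whole, and 6 thresholds of signal above the negative control, which were tried with the paper's count known. Random splits of the clutches into 16 and 16 (100, the real one included) were tested in the same way as the real groups. The procedure was tested on simulated data of the same size, where 41 of 50 genes with a log2 change of 1 and 13 of 50 with 0.5 were found by limma, 12 of 31062 unchanged probes were called, and 4 of 4 simulated pairs of clutches were found. Unlike the real data, the noise was independent for each probe and clutch, without sets or spike-in groups, and the changed genes were all among the brighter probes. The simulated pairs shared the state of every on/off probe and were joined by a fixed limit.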

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

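The tests of a single RNA behind a set, of egg quality as the basis of the sets, of labels permuted within sets, of probes chosen in one spike-in group and of rpf2 were chosen only after the result was seen, as were the values by spike-in group.

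In probes that the paper does not discuss, 17 pairs of clutches had near-identical on/off patterns. In the 4 sets of both qualities as a group, probes chosen in the other 22 clutches followed the quality labels (labels permuted within sets, exact p = 0.0208, see the next paragraph). This cannot decide on a single RNA hybridized more than once, since the labels of the sets with bad quality clutches 4, 10 and 32 went with the spike-in group. For the sets of 1 quality a single RNA also stays open, since their lowest correlation of deviations over other probes, 0.299, lay close to the highest between sets, 0.308, by a bound that was set with these values known. The spike-in group is argued against, as 8 of the 17 pairs lay in the same spike-in group (permutation p = 0.595 over 10000 relabelings), and so is egg quality itself, as 4 sets held both qualities, with the same 17 pairs when no probe was left out for its difference between the qualities. Clutches laid by the same or by related fish remain a candidate explanation, since the clutches of the study came from 58 families, but the parents of each clutch are not given and this was not tested.

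The 66 genes of Additional file 1, which the study chose on these clutches, had a median difference of 0.49 between bad and good quality eggs in the direction of the list. With the negative control level as a covariate, this median was 0.478. That cannot decide on the background of the arrays, since the genes were chosen for their group difference and the level correlated with the groups at only 0.242. A difference that depends on the spike-in group cannot be told apart from one that does not, although each group held 8 bad and 8 good quality clutches. The 66 probes with the smallest p in the high group had a median of 0.16 in the low group (exact p = 0.272 over 12870 splits), and those chosen in the low group 0.0297 in the high group (exact p = 0.409). The 66 probes with the smallest p in the 22 clutches outside the 4 sets of both qualities were also measured within these sets. Their median was 0.24 in the same direction (labels permuted within sets, exact p = 0.0208, the smallest that 48 assignments can give). The listed genes had medians of 0.39, 0.42, 0.21 and 0.54 there. In the set of bad quality clutches 4 and 10 and in that of bad quality clutch 32, however, the quality labels went with the spike-in group. It was also not tested that the sets stand for the fish. Which fish laid the eggs, as the whole cause, is therefore left open by this test. Its part in the difference of the listed genes cannot be told apart from that of egg quality, since the 4 sets hold only 10 clutches, the median of the listed genes there was 0.40 against 0.50 in the other 22, and a share of 0.198 of random draws gave a median as small. For rpf2, which fish laid the eggs may account for most of the difference, as a share of 0.004 of the draws was as small as its 0.21 in these sets (adjusted share 0.048 over 12 genes), though the parents are not recorded.

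The 86 cytosolic ribosomal protein genes were higher in bad quality eggs by a median of 0.25. A shift of all brightly lit probes is argued against, as this median lay at percentile 100 of 10000 lists matched on level, the highest of which reached 0.13. With the negative control level as a covariate, the median of the 86 genes was 0.288. That cannot decide on the background of the arrays, since the level correlated with the groups at only 0.242. The median was 0.30 in the 4 sets of both qualities and 0.22 in the other 22 clutches, and a share of 0.694 of the draws was as small. The difference was thus not smaller within these sets. This does not decide on which fish laid the eggs, since it was not tested that the sets stand for the fish. The labels of the sets with bad quality clutches 4, 10 and 32 also went with the spike-in group. The genes of the list vary together, and with an estimated correlation the adjusted p was 0.0886 for the small and 0.130 for the large subunit. A difference that goes with egg quality may remain as a hypothesis, and how much total RNA the eggs held or how it was stored was not tested.

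Gene lists that the paper does not discuss as groups also differed between bad and good quality eggs (camera). They were drawn up after the paper had been read, and some members, such as POLR3K and polr3g, were chosen by the study on these clutches. The RNA polymerase III list had an adjusted p of 5.99e-07, and adjusted p = 0.0263 with an estimated correlation. For oxidative phosphorylation it was 1.13e-08, and adjusted p = 0.216 with an estimated correlation. The list of mitochondrial fatty acid oxidation gave 7.67e-05, and adjusted p = 0.130 with an estimated correlation. The maternal-effect genes gave 2.92e-06, and adjusted p = 0.3003 with an estimated correlation. The small non-coding RNAs gave 0.00417, and adjusted p = 0.670 with an estimated correlation, with the opposite sign of the median in the 2 spike-in groups. White blood cell markers gave 0.0072, and adjusted p = 0.410 with an estimated correlation, at signals near the background. Over 100 splits of the clutches, 2 gave as many lists past the threshold as the 12 of the real one, which is included, with 13 lists in the highest of the other splits and a median of 3. This argues against chance, without excluding it, only for clutches taken as independent, which those of a set are not. With sets averaged 13 lists passed, but no splits were made that keep the sets whole, for which chance stays open.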

How the results depend on the processing

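The settings by spike-in group, by set, without 4 arrays, with the background level and with probes above the negative control were chosen only after the values had been seen, the last with the paper's count known.

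With limma on all probes, 7 genes passed, of which 7 stand in Additional file 1, 2 among the 9 Ensembl genes taken to qPCR and 4 among the 37 of Tables 2 and 3. In this order, the counts were 31, 22, 6 and 9 with array weights, 12, 12, 4 and 6 with a trend and robust variance, and 176, 60, 9 and 10 with the first residual component as a covariate. The t-test of the methods gave 15, 15, 2 and 5, Welch's t-test gave 13, 13, 2 and 4, and the clutch number as a covariate gave 10, 10, 2 and 6. At an adjusted p under 0.1 the count was 12, and with a fold above 1.5 it was 4. Among the 15631 probes with the higher mean level, 47, 46, 8 and 8 passed. Scaling to the 75th percentile gave 0, 0, 0 and 0 in limma (4176 probes at an unadjusted p under 0.05), and the adjusted p of the 7 genes lay between 0.0674 (tspan7b) and 0.163 (RPL27). Quantile normalization gave 7, 7, 3 and 3, of which 4 genes were among the first 7. Median scaling, the series value table and the spike-in group as a block gave the same 7 genes, and the background level as a covariate gave 6 of them. Within the low and within the high spike-in arrays, limma gave 0, 0, 0 and 0 with 8 clutches in each group (1808 and 3811 probes unadjusted). With sets averaged it gave 0, 0, 0 and 0 over 10 bad and 15 good values (1481 probes unadjusted), and with the set as a random block 66, 34, 6 and 9. Without 4 arrays that stood apart, 9, 8, 2 and 5 passed.

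Among probes more than 0.3, 0.5, 1, 1.5, 2 and 3 log2 units above the negative control, limma gave 9, 11, 20, 23, 41 and 56 genes and the t-test of the methods 45, 48, 48, 59, 65 and 88. Of these, 9, 11, 20, 23, 41 and 51 (limma) and 45, 48, 48, 59, 65 and 65 (t-test) stand in Additional file 1. Of the 9 genes taken to qPCR, 2, 4, 5, 6, 9 and 8 passed in limma and 6, 6, 6, 9, 9 and 8 in the t-test, and of the 37 genes, 5, 6, 7, 8, 8 and 8 in limma and 8, 8, 8, 8, 8 and 9 in the t-test. These filters adjust over fewer probes, and whether the signal over background limits the count was not tested. For the other settings, the cause was not tested.

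The share of calls that were higher was 100% in limma, 71.4% after quantile normalization and 84.8% with the set as a random block. With each clutch left out in turn, it lay between 78.6% and 100% and the count between 5 and 19. The count was 19 without bad quality clutch 32, 16 without good quality clutch 67, 14 without bad quality clutch 55 and 12 without bad quality clutch 10. Beside rpf2, rps27.2 and the U1 genes, named genes that passed without 1 clutch were spon1b (bad 32, adjusted p = 0.0471, good 67, 0.0348, and good 135, 0.0376), slc29a1a (bad 32, bad 55, good 12 and good 43, between 0.0216 and 0.0430), RPS12 (bad 4, 10, 32, 55 and 109, good 66, 67, 68 and 123, between 0.0158 and 0.0490), ENSDARG00000063295 (bad 4, 8, 10, 32 and 55, good 67, 68 and 123, between 0.0187 and 0.0490) and ENSDARG00000076498 (bad 10, 0.0271), with limma. TMEM258 was lost without 8 clutches and ENSDARG00000089422 without 5.

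Over 56 named genes and their alternatives, with the clutches whose omission gave the smallest or largest difference or p, 570 of 627 values kept their direction and their side of the threshold, 20 lost and 27 gained a call, and 10 reversed. The reversed ones were small. The gene otulina (ENSDARG00000073931) was at −0.0551 with the 75th percentile and −0.0733 with sets averaged, and between −0.0339 and 0.0938 with each clutch left out. lsm14b was at −0.0490 with the 75th percentile and −0.0697 with quantiles, and rnf8 at −0.00525 with the 75th percentile. actb1 was at 0.0266 with array weights and between −0.0424 and 0.0378 with each clutch left out. The small non-coding RNAs reversed within the low spike-in arrays (camera, adjusted p = 0.000136). The cause was not tested. None of the 9 genes taken to qPCR reversed in the settings counted here for single genes, with rpf2 between 2.52 and 3.29. These leave out the set as a random block, where rpf2 was at 1.82 (standard error 0.55), and the single spike-in groups, where it also lay outside this range.

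Of 25 gene lists, 12 passed, and 12 also passed without the genes of Additional file 1, with median and 75th percentile scaling, with the spike-in group as a block and in the high spike-in arrays. With an estimated correlation, 1 passed, the RNA polymerase III list, and the adjusted p was 0.0886 for the small and 0.130 for the large ribosomal subunit. Quantile normalization gave 7 lists, without those of mitochondrial ribosomal proteins, fatty acid oxidation, ribosome biogenesis, translation factors and white blood cells, the low spike-in arrays 8, without those of translation factors, maternal-effect genes, egg quality genes and white blood cells, sets averaged 13, with heat shock genes added (0.0481), and the background level 11. Without 4 arrays 11 passed, and the small non-coding RNAs did not (0.0676). Signatures put 46.9% of clutches in the right group when the groups were permuted. With 1 component, the squared correlation was 0.735 and 0.728 for the solutions of Table 3. All probes were tested from the start and each gene has 1 probe, so that settings without a filter, with the mean of the probes of a gene or with its brightest probe could not give another value.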

Differences from the paper's values

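The settings with probes above the negative control and with the set as a random block, which are named here, were chosen only after the values had been seen.

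The paper reports 66 differentially expressed genes, and limma at the same adjusted p under 0.05 gave 7, all of them among the paper's 66. Of the alternatives set before the data were examined, testing only the 15631 probes with the higher mean level gave 47, within 1.5 times the paper's count. The t-test of the methods (15), Welch's t-test (13), a trend and robust variance (12), array weights (31), median scaling (7), the 75th percentile (0), quantiles (7), the series value table (7), the clutch number (10), the first residual component (176), an adjusted p under 0.1 (12) and a fold above 1.5 (4) did not. The t-test among probes more than 2 log2 units above the negative control, chosen after seeing the values and with the paper's count known, gave 65 and dropped 1 of the paper's 66 genes, the same test at 1.5 log2 units gave 59 and dropped 7, and at 3 log2 units it gave 88 and dropped 1. At 0.3, 0.5 and 1 log2 units the t-test gave 45, 48 and 48, and limma gave between 9 and 56 over the 6 thresholds. The set as a random block, chosen after seeing the values, gave 66, of which 34 are among the paper's 66.

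The paper counts 60 genes as higher in bad quality eggs, against 7 here, and among those alternatives the probes with the higher mean level (42) came within 1.5 times that count, while the others did not. For lower genes, the paper counts 6, against 0 here in limma (1258 probes lower at an unadjusted p under 0.05) and 1 in the t-test. The probes with the higher mean level (5) and the first residual component (9) came within 1.5 times the paper's 6, and the others did not.

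Of the genes in Table 2, the paper marks 10 as differentially expressed, and 4 passed here. Array weights (8), the first residual component (9) and the probes with the higher mean level (7) came within 1.5 times the paper's count, and the other alternatives set at that time did not. Of the paper's 10 marked entries, 7 have an Ensembl gene in Additional file 1, and 4 Ensembl genes of marked entries are not in it.

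The paper's Additional file 1 gives p-values up to 0.000206 beside a stated threshold on corrected p-values, whereas the highest adjusted p of the same 66 genes was 0.210 in limma and 0.0961 in the t-test of the methods. The paper's listed p-values lie within 1% of the unadjusted t-test p-values for all 66 genes. With the paper's 66 calls, its highest listed p would meet an adjusted p of 0.05 over 16027 tests, fewer than the 31317 sequences that the paper states.

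In Additional file 3, the paper gives fold changes of 7.81 and 2.77 for the U1 genes, against −2.35 and −2.33 here, and no alternative set at that time for single genes (array weights, median, 75th percentile, quantiles, series value table) came near the paper's values. The paper's 7.81 is also its fold for rpf2 and its 2.77 its fold for spon1b, and its text gives folds for U1 that match those found here.

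The paper's text states that slc29a1a was increased in bad quality eggs, while on the arrays its difference was −1.13 (adjusted p = 0.0739), and both Additional file 1 and the qPCR values printed beside that statement have it lower. The paper also states that all the genes taken to qPCR were differentially regulated on the arrays, and of the 9 Ensembl genes 2 passed here, tspan7b and rtn4ip1. All 9 passed with the first residual component as a covariate, 8 among the 15631 probes with the higher mean level, 6 with array weights, 4 with a trend and robust variance and 3 with quantiles. With settings chosen after seeing the values, all 9 also passed among probes more than 2 log2 units above the negative control in limma and in the t-test, and at more than 1.5 in the t-test, while the other thresholds gave between 2 and 8 and the set as a random block 6. Without 1 clutch, rpf2, rps27.2, spon1b, slc29a1a and the U1 genes passed in at least 1 case each.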

Other observations

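The comparisons by spike-in group, the test of genes with the negative control level as a covariate and those within sets were chosen only after the result was seen.

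The 28 subunits and factors of RNA polymerase III, which transcribes 5S ribosomal RNA and transfer RNAs, rose in bad quality eggs by a median of 0.21 (camera, adjusted p = 5.99e-07, and adjusted p = 0.0263 with an estimated correlation). The medians were 0.13 and 0.31 in the low and high spike-in groups. Its subunit POLR3K had a difference of 0.48 (standard error 0.11, adjusted p = 0.120 from limma, n = 16 clutches in each group) and polr3g had 0.65 (standard error 0.16, adjusted p = 0.143). The study had chosen both on these clutches, POLR3K in Additional file 1 and polr3g in Table 2, and the list was drawn up after the paper had been read. The 22 genes listed for mitochondrial fatty acid oxidation, whose smallest p belonged to ACACA, an enzyme of fatty acid synthesis, rose by a median of 0.20 (adjusted p = 7.67e-05, and adjusted p = 0.130 with an estimated correlation), with 0.07 and 0.22 in the low and high spike-in groups, and did not pass after quantile normalization (adjusted p = 0.0675). The 43 maternal-effect genes known from zebrafish mutants rose by 0.16 (adjusted p = 2.92e-06, and adjusted p = 0.3003 with an estimated correlation), but in the low spike-in group the median was −0.04 (adjusted p = 0.747) and in the high group 0.24. Among them ZAR1, an RNA-binding protein of the oocyte, had a difference of 0.60 (standard error 0.17, adjusted p = 0.225) and TDRD6, a protein of germ granules, had 0.38 (standard error 0.11, adjusted p = 0.230). The 15 egg quality genes named in the background of the study rose by a median of 0.17 (adjusted p = 0.00417, and adjusted p = 0.220 with an estimated correlation), with 0.05 in the low spike-in group (adjusted p = 0.747) and 0.35 in the high group. Of these 4 lists, 0 members passed over all genes in limma or in the t-test, 10, 7, 10 and 4 were higher and 0, 1, 0 and 0 lower at an unadjusted p under 0.05 (limma), and 4, 3, 2 and 0 were higher when adjusted over the list alone.

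The 2403 small non-coding RNAs fell by a median of 0.09 (camera, adjusted p = 0.00417, and adjusted p = 0.670 with an estimated correlation). They fell in the high spike-in group (median −0.23) and rose in the low group (median 0.04, adjusted p = 0.000136), and the difference between the 2 groups was not tested. The 24 white blood cell markers had a median difference of −0.18 (adjusted p = 0.0072, and adjusted p = 0.410 with an estimated correlation). Their median signal was 1.69, near that of the negative control, and 6.75% of random lists matched on level had a median as low. With the negative control level as a covariate their adjusted p was 0.0717, after quantile normalization it was 0.276, and in the low spike-in group it was 0.275. The highest of their 2 named members, ptprc, had a log2 signal of 1.43 in bad and 1.79 in good quality eggs. No member of either list passed over all genes in limma or in the t-test, 18 and 0 were higher and 146 and 3 lower at an unadjusted p under 0.05 (limma), and 0 passed when adjusted over the list alone.

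The 21 NRF2 antioxidant targets did not pass as a group (median 0.06, adjusted p = 0.167), but by the fry test members differed in a mixed direction (p = 0.000221 before adjustment), and 3 stand in Additional file 1. CBR1 had a difference of 0.43 (standard error 0.10, adjusted p = 0.120) and NQO1 had 0.36 (standard error 0.09, adjusted p = 0.168), and 3 members were higher and 2 lower when adjusted over the list alone. The other lists did not pass. Median differences were 0.04 for 20 heat shock and chaperone genes (adjusted p = 0.183), 0.06 for 23 p53 and apoptosis genes (0.578), 0.07 for 33 zona pellucida and egg coat genes (0.103) and 0.06 for 6 array genes of the qPCR reference transcripts (0.297), which hold both genes of beta-actin and lack 18S ribosomal RNA. They were −0.11 for 21 granulosa and theca markers (0.175), −0.14 for 9 red blood cell markers (0.237), −0.04 for 17 skin and gut markers (0.642), −0.08 for 13 sperm and testis markers (0.642) and −0.08 for 21 first-wave zygotic genes (0.642). For 6 array genes of the wnt pathway and 6 of the tnf/nf-kb pathway, listed after the transcripts that the study measured by qPCR, the medians were −0.11 (0.418) and 0.03 (0.642). The former include tcf3a and tcf7l1b for tcf3, and the latter include tnfb, which was not measured, and lack rela. The list for the genes edited in the study matched by name only otulinb, a relative of otulina that the study did not edit, with a difference of 0.10 (0.479).

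The 7 genes past the threshold were compared with other groupings of the same clutches. Of 100 splits into 16 and 16, 3 gave 7 genes or more, the real one included. For clutches taken as independent, this argues against chance but does not exclude it. The clutches of a set are not independent, the real groups kept 10 of the 17 set pairs together against a median of 8, and no splits were made that keep the sets whole, so that chance under the structure of the sets stays open. With the set as a random block all 7 genes passed (66 in total). With sets averaged limma gave 0 genes (1481 probes at an unadjusted p under 0.05), while the differences of the 7 genes moved little (0.51 to 0.98, against 0.53 to 1.03 before) and their standard errors rose (0.11 to 0.21, against 0.09 to 0.17). The highest of the other splits gave 3896 genes and the next 29, while 97 of them gave 0 (limma). A split with that many genes points to a structure of the samples. The correlation of the 3896-gene split with the level of the negative control was 0.590 and that of the 29-gene split 0.505, against 0.242 for the real groups. With this level as a covariate, 6 genes passed, all of them among the 7, and 2655 had an unadjusted p under 0.05.

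In the 4 sets of both qualities, 64, 64, 59 and 64 of the 66 genes of Additional file 1 had a difference in the direction of the list. The study chose these genes on the same clutches. The 7 genes past the threshold had a median difference of 0.45 in these sets and 0.72 in the other 22 clutches (share of draws as small 0.0349). Among the 9 genes taken to qPCR, the share was 0.0086 for tspan7b (adjusted 0.0516 over 12 genes), 0.0229 for spon1b, 0.0311 for slc29a1a, 0.617 for rtn4ip1, 0.512 for rps27.2, 0.491 for stra13, 0.383 and 0.441 for the U1 genes and 0.004 for rpf2 (adjusted 0.048).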
